# Transcriptomic and Proteomic Analysis Reveals the Potential Role of RBMS1 in Adipogenesis and Adipocyte Metabolism

**DOI:** 10.3390/ijms241411300

**Published:** 2023-07-11

**Authors:** Ghida Dairi, Saeed Al Mahri, Hicham Benabdelkamel, Assim A. Alfadda, Abdulrahman A. Alswaji, Mamoon Rashid, Shuja Shafi Malik, Jahangir Iqbal, Rizwan Ali, Maria Al Ibrahim, Khalid Al-Regaiey, Sameer Mohammad

**Keywords:** adipogenesis, RBMS1, RNA-binding proteins, lipid metabolism

## Abstract

Adipocytes play a critical role in maintaining a healthy systemic metabolism by storing and releasing energy in the form of fat and helping to regulate glucose and lipid levels in the body. Adipogenesis is the process through which pre-adipocytes are differentiated into mature adipocytes. It is a complex process involving various transcription factors and signaling pathways. The dysregulation of adipogenesis has been implicated in the development of obesity and metabolic disorders. Therefore, understanding the mechanisms that regulate adipogenesis and the factors that contribute to its dysregulation may provide insights into the prevention and treatment of these conditions. RNA-binding motif single-stranded interacting protein 1 (RBMS1) is a protein that binds to RNA and plays a critical role in various cellular processes such as alternative splicing, mRNA stability, and translation. RBMS1 polymorphism has been shown to be associated with obesity and type 2 diabetes, but the role of RBMS1 in adipose metabolism and adipogenesis is not known. We show that RBMS1 is highly expressed during the early phase of the differentiation of the murine adipocyte cell line 3T3-L1 and is significantly upregulated in the adipose tissue depots and adipocytes of high-fat-fed mice, implying a possible role in adipogenesis and adipose metabolism. Knockdown of RBMS1 in pre-adipocytes impacted the differentiation process and reduced the expression of some of the key adipogenic markers. Transcriptomic and proteomic analysis indicated that RBMS1 depletion affected the expression of several genes involved in major metabolic processes, including carbohydrate and lipid metabolism. Our findings imply that RBMS1 plays an important role in adipocyte metabolism and may offer novel therapeutic opportunity for metabolic disorders such as obesity and type 2 diabetes.

## 1. Introduction

Obesity is a complex disease characterized by an excessive amount of body fat [1,2]. It is a major public health concern worldwide and is associated with numerous health problems such as heart disease, diabetes, and certain types of cancer [3,4,5,6,7,8,9,10]. Furthermore, obese people are more likely to develop severe disease, require hospitalization, and die as a result of viral infections, including the recent SARS-CoV-2 pandemic [11,12,13]. The key factor in the pathophysiology of obesity-related metabolic abnormalities is obesity-induced adipose tissue dysfunction [14,15]. Adipose tissue dysfunction leads to the release of pro-inflammatory cytokines and adipokines, which contribute to insulin resistance and chronic low-grade inflammation [13,14,15]. Adipose tissue is a kind of connective tissue that stores energy in the form of fat and plays a crucial role in regulating metabolism, hormone production, and immune function [16]. In obesity, adipose tissue becomes inflamed and dysfunctional, leading to insulin resistance and other metabolic disturbances that contribute to the development of chronic diseases [17]. Adipocytes, the primary component of adipose tissue, are derived from multipotent mesenchymal stem cells (MSCs) through adipogenesis, a complicated and highly regulated process. Understanding the mechanisms that regulate adipogenesis and the factors that contribute to its dysregulation may provide insights into the prevention and treatment of these conditions [18,19].

The transcriptional regulation of adipogenesis has been comprehensively understood, and several transcription factors have been identified as key regulators of this process, including peroxisome proliferator-activated receptor gamma (PPARγ), CCAAT/enhancer-binding protein alpha (C/EBPα), and sterol regulatory element-binding protein 1c (SREBP-1c) [19,20]. Recent studies have highlighted the post-transcriptional regulation of adipogenesis, including the role of microRNAs and RNA-binding proteins (RBPs) in modulating adipocyte differentiation and function [21,22,23,24]. RBPs such as HuR, QK, and YBX1 have been shown to regulate adipogenesis by controlling the stability and translation of key mRNAs involved in this process, suggesting a new avenue for therapeutic intervention [25,26,27].

RNA-binding motif single-stranded interacting protein 1 (RBMS1) is a member of the RNA-binding protein family and plays key roles in the post-transcriptional regulation of gene expression. RBMS1 has been shown to be involved in various cellular processes, including mRNA splicing and stability, as well as translation initiation. Multiple studies have shown that RBMS1 expression is altered in several types of cancer, and its dysregulation has been associated with tumor progression and metastasis [28,29,30,31]. RBMS1 may play a role in the development of coronary heart disease, possibly through its involvement in lipid metabolism and inflammation [32]. In addition, RBMS1 polymorphism has been found to be significantly associated with an increased risk of developing type 2 diabetes in several populations, suggesting a possible role in metabolic regulation as well [33,34,35]. No previous study has explored the role of RBMS1 in adipogenesis and adipose metabolism. This study was undertaken to investigate the role of RBMS1 in adipocyte differentiation and lipid metabolism. We show that RBMS1 may play an important role in the regulation of adipocyte differentiation and metabolism and may offer a novel therapeutic opportunity for metabolic disorders such as obesity and type 2 diabetes.

## 2. Results

### 2.1. RBMS1 Expression Is Upregulated in Adipose Tissue Depots and Adipocytes of Mice Fed a High-Fat Diet

To understand the functional significance of RBMS1 in adipose tissue metabolism, we first evaluated the effect of high-fat diet (HFD) on the expression of *Rbms1* in mouse adipose tissue depots. C57BL/6J male mice (four in each group) were fed either a regular chow diet (CD) or HFD for 18 weeks, as described in Section 4. After 18 weeks, HFD-fed mice gained more weight and fat mass compared to those fed a regular diet (Figure 1A,B). Moreover, HFD mice developed hyperglycemia and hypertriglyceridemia, showing diet-induced obesity and insulin resistance (Figure 1C,D). The expression of *Rbms1* in adipose tissue depots in mice from the CD and HFD groups was subsequently assessed using quantitative real-time PCR using specific primers. Rbms1 expression increased significantly in the subcutaneous (scWAT) and visceral (vsWAT) white adipose tissue depots of HFD mice compared to CD animals (Figure 1E,F). Since diet-induced obesity (DIO) is known to alter the cellular composition of adipose tissue, which may have a direct impact on the expression of genes, including *Rbms1*, we re-analyzed an RNA sequencing dataset (GSE #142187) to evaluate the expression of *Rbms1* in the adipocyte fraction [36]. The dataset comprised RNA expression data of adipocytes extracted from white adipose tissue of mice fed a CD or HFD for 8 and 20 weeks. The mRNA expression of *Rbms1* was significantly increased in the adipocytes of HFD mice as compared to the CD mice, which is consistent with our data obtained from whole adipose tissue (Figure 1G,H).

### 2.2. RBMS1 Expression Is Downregulated during the Adipogenic Differentiation of 3T3-L1 Cells

3T3-L1 cells are derived from mouse embryos and are commonly used as a model for studying adipocyte differentiation and lipid metabolism. The 3T3-L1 cell line provides a useful tool for studying the molecular mechanisms underlying adipogenesis and for testing potential anti-obesity drugs. We subjected 3T3L1 cells (day 0) to RNA sequencing to assess the expression of the whole repertoire of RBPs in 3T3-L1 cells prior to differentiation (pre-adipocytes), and Rbms1 was one of the highly expressed RBPs (Supplementary Table S1). We induced the adipogenic differentiation of these cells by incubating them with differentiation cocktail of IBMX, dexamethasone, insulin, and rosiglitazone, followed by post-differentiation with insulin alone. The cells were imaged on day 7 after differentiation to confirm the differentiation process (Figure 2A). Next, we investigated how adipogenic differentiation affects RBMS1 expression by measuring RNA and protein expression at different points during the differentiation process. Interestingly, RBMS1 was highly expressed before and during the early stages of differentiation, but declined toward the end of the differentiation process (Figure 2B,C). For reliability and uniformity, we used multiple controls (β-actin, GAPDH, and α-tubulin) to assess RBMS1 protein expression at different stages of differentiation (Figure 2C). We examined the subcellular localization of RBMS1 in these cells and discovered that the protein was excluded from the nucleus and predominantly expressed in the cytoplasm, consistent with its role in RNA metabolism (Figure 2D). These findings suggest that RBMS1 may play a role in regulating adipogenesis and adipose metabolism by controlling RNA processing and transport within the cytoplasm of these cells.

### 2.3. RBMS1 May Play an Important Role in Adipocyte Metabolism

Given the significant expression of RBMS1 before and during the early stages of the adipogenic differentiation of 3T3 L1 cells, we hypothesized that RBMS1 might play a role in the differentiation process. To test this hypothesis, we used shRNA to silence Rbms1 expression in 3T3-L1 cells using a lentiviral transduction system followed by puromycin selection. RBMS1 knockdown (RBMS1KD) was confirmed by immunoblotting with specific antibodies (Figure 3A). Interestingly, RBMS1 knockdown had no effect on the proliferation and viability of 3T3-L1 cells, as measured using the MTT assay (Figure 3B). Moreover, cells appeared to differentiate into adipocytes with the formation of lipid droplets similar to scrambled control cells (scr ctrl) (Figure 3C). The quantification of oil droplets revealed no difference in the lipid content of RBMS1 knockdown cells compared to the scrambled control (Figure 3D). Furthermore, the mRNA and protein expression of two important markers of adipogenesis, proliferator-activated receptor gamma (PPARγ) and adiponectin, were unaffected by RBMS1 knockdown (Figure 4A–C). However, several other adipogenic markers such as adipose triglyceride lipase (ATGL), CCAAT/enhancer-binding protein alpha (C/EBPα) and hormone-sensitive lipase (HSL) were significantly downregulated in RBMS1 knockdown 3T3-L1 cells compared to the scrambled control (Figure 4A–C). C/EBP α is a master transcription factor that is known to regulate gene expression and plays a crucial role in adipogenic differentiation and development. ATGL and HSL are two key enzymes involved in the breakdown of triglycerides into free fatty acids. They play a crucial role in regulating lipid metabolism and energy homeostasis in the body. ATGL is responsible for the initial step of triglyceride hydrolysis, while HSL acts in the second step and is also involved in the breakdown of other lipid molecules. Interestingly, ATGL expression in RBMS1KD cells is only affected at the protein level, implying that RBMS1 may be involved in the post-transcriptional regulation of ATGL and, thus, regulates lipid mobilization and metabolism.

### 2.4. RNA Sequencing and Downstream Analysis Reveals the Role of RBMS1 in Adipocyte Metabolism

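3T3-L1 cells, a mouse fibroblast line that differentiates into adipocytes, were collected on day 7 of differentiation from 3 cultures carrying a scrambled control shRNA and 3 carrying an Rbms1 shRNA. The paper calls them biological replicates of stable, puromycin-selected cells, without stating how many transduced populations were sequenced. If each group came from 1 population, the p-values below measure spread between cultures. A difference between populations could then not be told apart from RBMS1 loss for any gene. The authors depleted ribosomal RNA, aligned the reads to GRCm38 with STAR 2.7.10a and estimated the counts per gene with Salmon 1.9.0. The deposited values are these estimated counts, without normalization, for 45706 genes. Between 3.97% and 7.78% of the values in a sample were not whole (tolerance 1.0e-06), and all were rounded before testing. Total counts were 5985167, 3142695 and 5978404 in scrambled control replicates 1, 2 and 3, and 6173305, 7820490 and 11073098 in RBMS1 knockdown replicates 1, 2 and 3. A single sample allows an undetected gene up to between 0.220 and 1.49 CPM, the level of 3 counts. CPM are counts scaled to the library size times its TMM factor, and this limit covers counting error only. Rbms1 (ENSMUSG00000026970) lies on chromosome 2 of GRCm38 from 60750193 to 60963192. Its TMM-normalized CPM values were 113, 102 and 99.6 in the scrambled control samples and 49.2, 61.4 and 84.0 in the RBMS1 knockdown samples, lower in each knockdown sample than in each control. The log2 fold change was -0.69 (standard error 0.20, adjusted p = 0.185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which did not reach an adjusted p of 0.1. Without RBMS1 knockdown replicate 3, the sample with the highest Rbms1 level of its group, the log2 fold change was -0.92 (adjusted p = 0.0708 from the same edgeR test). The other samples left out in turn gave log2 fold changes between -0.73 and -0.52, none of them at an adjusted p of 0.1 or less. Over all alternatives the adjusted p of Rbms1 ranged from 0.0708 to 0.572. The paralogs Rbms2 and Rbms3, with which reads could be shared, had log2 fold changes of 0.11 and -0.26 (adjusted p = 0.822 and 0.815 from the same edgeR test), and the samples of the groups overlapped. Genes derived from ribosomal RNA (Gm26917, Yam1, mt-Rnr1 and mt-Rnr2) took 43.0% of the counts of scrambled control replicate 2 and between 8.12% and 17.8% of those of the other samples. The test covered 11440 genes that passed edgeR's filter on low counts, with library sizes scaled by TMM factors between 0.642 and 1.23.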

To investigate the effect of RBMS1 deletion on adipocyte gene expression, mature 3T3-L1 cells expressing scrambled control shRNA or *Rbms1* shRNA were subjected to RNA sequencing on the Illumina NovaSeq 6000 platform. DESeq2 and the R package were used to obtain the mRNA expression profile for these two groups. A comparison using a cut-off value of FDR-adjusted *p*-value ≤ 0.1 revealed that 430 genes were differentially expressed in RBMS1 knockdown adipocytes as compared to the scrambled control. 

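In the rounded counts, 140 of the 11440 tested genes had an adjusted p of 0.1 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 53 of these had an adjusted p under 0.05. All 140 changed by at least 1.5-fold, and the smallest log2 fold change among them was 0.67 in size. An unadjusted p under 0.05 was found for 1422 genes. DESeq2 1.42.0, applied to the same counts, called 430 genes at the same threshold. These included each of the 140 genes. Of the 430 genes, 396 were tested by edgeR, all with the same sign, and 34 did not pass its filter on low counts. In all 140 genes, the 3 knockdown samples lay on one side of the 3 control samples, which was the case for 18.5% of the tested genes and occurs by chance in 10%. The number of genes moved with single samples. It was 12 without scrambled control replicate 2, 21 without scrambled control replicate 1, 32 without scrambled control replicate 3 and 38 without RBMS1 knockdown replicate 2. It was 116 without RBMS1 knockdown replicate 3 and 696 without RBMS1 knockdown replicate 1. A total of 11 of the 140 genes were called in each of these 6 comparisons.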

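Of the 140 genes, 104 (74.3%) were downregulated and 36 (25.7%) were upregulated in RBMS1 knockdown adipocytes. DESeq2 gave 285 downregulated and 145 upregulated genes, or 66.3% and 33.7%. The split depended on the scaling of the libraries. Without TMM factors, that is by library size alone, 42 of 126 genes (33.3%) were downregulated, and the median log2 fold change of all tested genes rose by 0.37. With each sample left out in turn, the downregulated share ranged from 61.2% without RBMS1 knockdown replicate 1 to 100% without scrambled control replicate 2, where 12 genes were called. The downregulated genes were not spread evenly over the genome. Chromosome 8 held 25 of them, and the first 50 Mb of chromosome 3 held 13, while these regions together contain 6.25% of the tested genes. None of the upregulated genes by edgeR lay there, and the 50 Mb boundary was chosen after the values were seen. The 624 tested genes of chromosome 8 had a median log2 fold change of -0.38, and 90.1% of them were below 0, against 47.3% of the genes elsewhere. Once each sample's median per chromosome was removed, 71 genes were called, 54 of them downregulated, and 3 of the 38 genes in these regions remained. Of the 140 genes, 68 kept their call in that setting and 72 lost it, so calls outside these regions were lost as well.

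**Figure D1:**
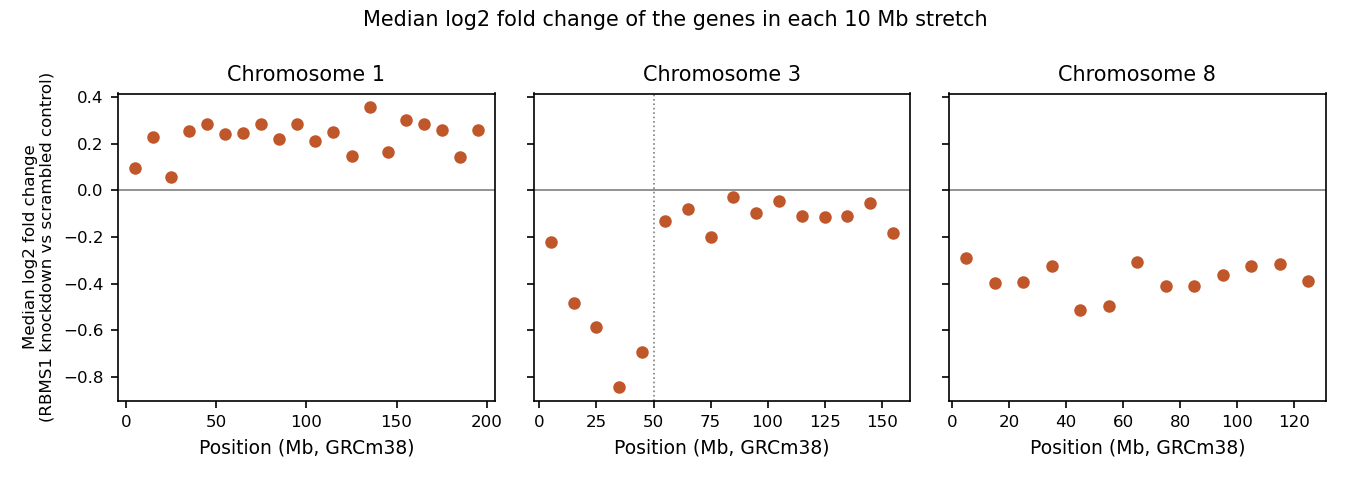
Median log2 fold change (RBMS1 knockdown against scrambled control) of the tested genes in each 10 Mb stretch of chromosomes 1, 3 and 8 of GRCm38, with position in Mb on the horizontal axis. Each point is 1 stretch, the horizontal line is 0, and the dotted line marks 50 Mb on chromosome 3. All 13 stretches of chromosome 8 lie between -0.51 and -0.29, and the 5 stretches of chromosome 3 before 50 Mb lie between -0.84 and -0.22, with scaling by TMM factors.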

The majority of the differentially expressed genes were downregulated (66%), and only 34% were upregulated in RBMS1KD cells compared to the control. Below is a heat map displaying the relative expression levels of the differentially expressed genes across different samples in the two groups (Figure 5A), and the relationship between statistical significance and fold change for each gene is shown in a volcano plot (Figure 5B). 

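The volcano plot (Figure 5B) carries 29 legible gene names. All 29 genes were among the 140, 24 of them downregulated and 5 upregulated, as drawn there. Their adjusted p from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment ranged from 0.00147 for Chrdl1 to 0.0797 for Ier2. Since the names were taken from a plot of these same samples, their recovery is not independent evidence. At an adjusted p under 0.01 and a change above 2-fold, the thresholds of that plot, edgeR called 1 gene and DESeq2 called 108, which included all 29. The 1 gene, Chrdl1 (ENSMUSG00000031283), encodes a secreted antagonist of bone morphogenetic proteins and lies on chromosome X from 143285674 to 143394262. It had 99.4 ± 9.49 CPM (SD, n = 3) in the scrambled control and 22.3 ± 1.04 (SD, n = 3) in RBMS1 knockdown cells. Its log2 fold change was -2.15 (standard error 0.15) and stayed between -2.20 and -2.07 with each sample left out in turn. A total of 11 of the 29 genes were called in each of these leave-one-out comparisons, namely Acta1, Rasd1, Chrdl1, Egfr, Col15a1, Tsnax, Nid2, Smarca2, Ptprm, Sowahc and Col23a1. Of the 29, 16, 12 and 16 were called without scrambled control replicates 1, 2 and 3, and 29, 17 and 27 without RBMS1 knockdown replicates 1, 2 and 3. Acta1, Tsnax and Ier2 lie on chromosome 8 and Pag1 lies near the start of chromosome 3, where most genes were lower. With each sample's median per chromosome removed, 28 of the 29 genes were called, and Ier2 was not (adjusted p = 0.182 by the same edgeR test, 5.41e-06 to 0.225 over all alternatives).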

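Among the 140 genes, the largest fitted log2 fold changes upwards belonged to Gm6741, Cyp2e1, Smoc2, Slc5a7 and Gm773. Gm6741 (ENSMUSG00000043346), a processed pseudogene on chromosome 17, had 43, 70 and 38 counts in the RBMS1 knockdown samples and 0 in each control, and reads of the gene it was copied from were not told apart from its own here. It was at least 6.90-fold higher in knockdown cells when each control was set at 3 counts. Cyp2e1 (ENSMUSG00000025479, chromosome 7), a cytochrome P450 gene, had 19, 27 and 64 counts against 0 in each control, at least 4.26-fold higher on the same floor. Without scrambled control replicate 2, the sample with the fewest counts, these limits were 11.5-fold and 7.08-fold. A fitted value against a group without counts depends on the prior count, so the place of Gm6741 and Cyp2e1 in this order is not settled. Smoc2 had 60 counts in the knockdown samples and 1 in the controls, a ratio of 29.0 per unit of library size (95% counting interval 5.00 to 1163, exact binomial). Slc5a7 had a log2 fold change of 3.87 (standard error 0.74) and 4 counts in the controls. Gm773 had one of 3.31 (standard error 0.41). Without any 1 of the control samples, or without RBMS1 knockdown replicate 2, the adjusted p of Gm6741, Cyp2e1, Smoc2 and Slc5a7 rose to between 0.132 and 0.298 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Without RBMS1 knockdown replicate 3, those of Cyp2e1, Smoc2 and Slc5a7 were 0.104, 0.151 and 0.112 in the same edgeR test. That of Gm773 rose to 0.106 without scrambled control replicate 2 in the same edgeR test, its highest over all alternatives. The largest fitted changes downwards belonged to Mest, Tom1l1, Col15a1, Pag1 and Dapk1. Mest (ENSMUSG00000051855, chromosome 6), an imprinted gene, had 59, 9 and 11 counts in the controls and 0 in each knockdown sample, at least 15.8-fold lower, or at least 9.52-fold lower without scrambled control replicate 1. Tom1l1 (ENSMUSG00000020541, chromosome 11) had 11, 10 and 23 counts against 0, at least 10.7-fold lower, and the place of Mest and Tom1l1 in the order has the same limit. Col15a1 had a log2 fold change of -4.60 (standard error 0.48), Dapk1 one of -4.23 (standard error 0.78), and Pag1, within the lower start of chromosome 3, one of -4.52 (standard error 0.74). Of these 5 genes, Col15a1 was called whichever sample was left out, while Mest, Tom1l1, Pag1 and Dapk1 lost their call without scrambled control replicate 1 or 2 or RBMS1 knockdown replicate 2, with an adjusted p between 0.121 and 0.268 by the same edgeR test. Without scrambled control replicate 3, Tom1l1, Pag1 and Dapk1 were not called either (adjusted p between 0.118 and 0.30 by that edgeR test). By smallest p, the leading upregulated genes were Gm773, Rgs17, Pcyox1, Tmem151a and Sh3tc1, and the leading downregulated genes were Chrdl1, Col15a1, Acta1, Tsnax and Egfr. Of the 5 upregulated genes, none was called without scrambled control replicate 2 (adjusted p between 0.106 and 0.173 by the same edgeR test). Apart from Gm773, they were not called without scrambled control replicate 1 either (0.132 to 0.141). Pcyox1, Tmem151a and Sh3tc1 were lost without scrambled control replicate 3 (0.155 to 0.175), and Rgs17, Tmem151a and Sh3tc1 without RBMS1 knockdown replicate 2 (0.119 to 0.134).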

The top 25 upregulated and top 25 downregulated genes are shown in Supplementary Tables S2 and S3.

The downstream analysis was performed using the Ingenuity Pathway Analysis (IPA) program to identify the biological pathways and networks that are enriched in 3T3 L1 adipocytes after RBMS1 knockdown. 

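Gene lists for 7 subjects were written by hand from general knowledge of the gene products, since the lists of the IPA program are not used here. The lists were tested with camera at a preset correlation of 0.01 and Benjamini-Hochberg adjustment over 17 lists, and the adjusted p given below is camera's unless another test is named. The 80 nuclear-encoded respiratory chain subunits had a median log2 fold change of -0.36, with 72 of 80 below 0 (camera adjusted p = 2.29e-12), and -0.22 with each sample's trend with GC content and length removed. Ndufa13, Ndufb7 and Cox4i1, the 3 called genes of that list (17 when adjusted over the list alone), are also its 3 genes on chromosome 8, and no longer passed once each sample's median per chromosome was removed. Their log2 fold changes were then -0.76, -0.81 and -0.41, against -1.16, -1.20 and -0.81 before. The median of the list outside chromosome 8 and the start of chromosome 3 was -0.35. All 13 mitochondrially encoded subunits were below 0 (median -0.68, 1 called, 7 adjusted over the list alone). The called gene was mt-Co2, at 1140 ± 762 CPM (SD, n = 3) in the controls and 273 ± 53.9 (SD, n = 3) in knockdown cells. Its adjusted p of 0.0987 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment rose to 0.302 without scrambled control replicate 2, to 0.288 without RBMS1 knockdown replicate 2, to 0.218 without scrambled control replicate 1 and to 0.149 without RBMS1 knockdown replicate 3, within a range of 0.0247 to 0.302 over all alternatives. Of 20 glucocorticoid-responsive genes, 17 were below 0 (median -0.48, and -0.31 without RBMS1 knockdown replicate 3), and Dusp1, Errfi1 and Rasd1 were called (7 adjusted over the list alone), where 0.245 would be called by chance (Fisher's exact test, adjusted p = 0.0149). Rasd1 is also named in the volcano plot of these samples. The 29 hypoxia-inducible factor 1 targets had a median of -0.29, which became 0.018 without RBMS1 knockdown replicate 3 and -0.80 without RBMS1 knockdown replicate 1. None of them was called by edgeR or DESeq2 or when adjusted over the list alone. The 26 AMPK signaling genes had a median of -0.035 with 13 below 0, and 0 were called by edgeR (2 adjusted over the list alone) and 3 by DESeq2. Of 42 insulin receptor signaling genes, 27 were below 0 (median -0.12), and Pik3ca, Prkci and Grb10 were called (5 adjusted over the list alone). Pik3ca and Prkci lie near the start of chromosome 3 and no longer passed with the chromosome medians removed, nor did the list itself (median -0.070, camera adjusted p = 0.213). The median of the insulin list was -0.064 without scrambled control replicate 1, -0.0058 without RBMS1 knockdown replicate 2 and -0.023 without RBMS1 knockdown replicate 3. Of 20 fatty acid oxidation genes, 15 were below 0 (median -0.30), Acaa2 was called (6 adjusted over the list alone), and the median was -0.13 without RBMS1 knockdown replicate 2 and -0.47 without RBMS1 knockdown replicate 1. Ndufa13, Ndufb7, Cox4i1, Errfi1, Pik3ca, Prkci and Acaa2 lost their call without any 1 of the control samples or RBMS1 knockdown replicate 2 (adjusted p between 0.123 and 0.344 by the same edgeR test). Without RBMS1 knockdown replicate 3, Cox4i1, Acaa2, Pik3ca and Prkci did so as well (0.150, 0.161, 0.107 and 0.143). Dusp1 lost its call without any 1 of the control samples (0.152 to 0.215), as did Grb10 (0.106 to 0.132), while Rasd1 kept it throughout. Under camera's estimated correlation and under fry, none of the 17 lists passed an adjusted p of 0.05 (smallest 0.345 and 0.106), whereas 12 did with the preset value, all of them lower. With library sizes alone, which shift all genes upwards, the medians of the nuclear-encoded, hypoxia, AMPK, insulin and fatty acid lists were above 0, and relative to that shift they were -0.34, -0.33, -0.027, -0.11 and -0.31.

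**Figure D2:**
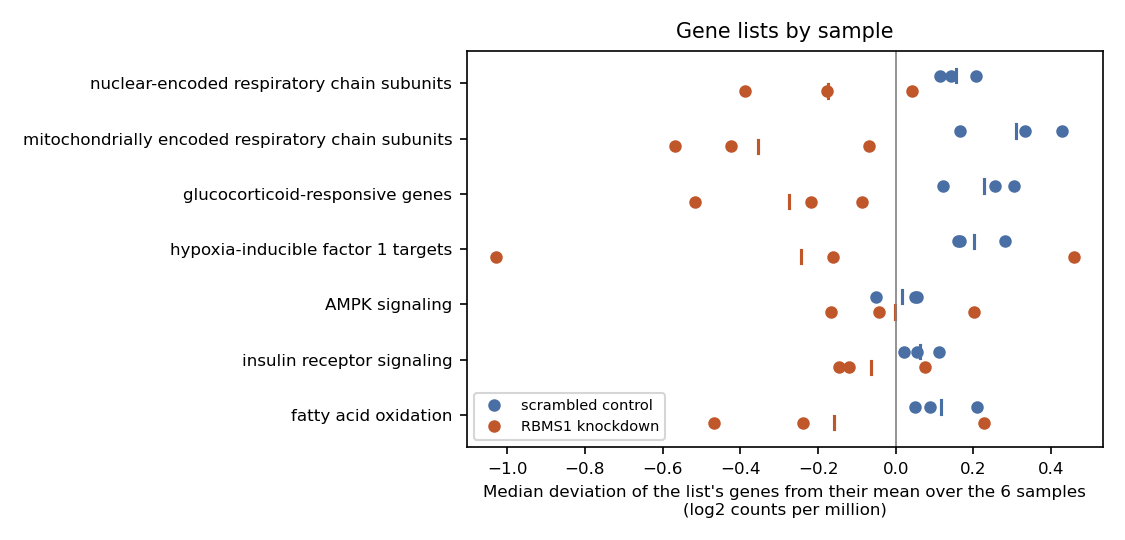
Median deviation of each list's genes from their mean over the 6 samples, in log2 CPM with TMM factors, on the horizontal axis. Each point is 1 sample, the short bars are the means of the 3 samples of a group, and the lists are on the vertical axis. The nuclear-encoded list lies between 0.11 and 0.21 in the controls and between -0.39 and 0.042 in the knockdown samples.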

The analysis revealed that the differentially expressed genes were primarily involved in pathways such as oxidative phosphorylation, mitochondrial dysfunction, glucocorticoid receptor signaling, hypoxia-inducible factor 1alpha (HIF1) signaling, AMP-activated protein kinase (AMPK) signaling, insulin receptor signaling, fatty acid oxidation, and many others (Figure 6A). 

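Lists written in the same way for lipid synthesis, glucose metabolism, the tricarboxylic acid cycle, cell proliferation, the inflammatory response and cytosolic ribosomal proteins stood for part of the functions of the IPA output. Post-translational modification and cell death had no list. Of 22 lipid synthesis genes, 15 were below 0 (median log2 fold change -0.18), and Thrsp was called (6 adjusted over the list alone). The median was -0.054 without RBMS1 knockdown replicate 2, -0.036 without RBMS1 knockdown replicate 3, -0.097 without scrambled control replicate 3 and -0.53 without RBMS1 knockdown replicate 1. Thrsp fell from 413 ± 132 CPM (SD, n = 3) to 120 ± 46.5 (SD, n = 3), a log2 fold change of -1.78 (standard error 0.31, adjusted p = 0.0529 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its adjusted p was 0.228, 0.215 and 0.201 without scrambled control replicate 2, scrambled control replicate 3 and RBMS1 knockdown replicate 2 in the same edgeR test (1.47e-06 to 0.228 over all alternatives). Of 31 glucose metabolism genes, 24 were below 0 (median -0.24), with 0 called by edgeR, also when adjusted over the list alone, and 1 by DESeq2. Their median was -0.56 without RBMS1 knockdown replicate 1 and -0.0084 without RBMS1 knockdown replicate 3. In the tricarboxylic acid cycle list, 16 of 17 genes were below 0 (median -0.25), with 0 called by either tool and the median at -0.098 without RBMS1 knockdown replicate 2 and -0.39 without RBMS1 knockdown replicate 1. The 21 cell proliferation genes had a median of -0.28, with 0 called by either tool, and the median was 0.19 without scrambled control replicate 1, -0.034 without RBMS1 knockdown replicate 1 and -0.80 without RBMS1 knockdown replicate 3. Of 19 inflammatory response genes, 11 were below 0 (median -0.19), and Hp, which lies on chromosome 8, was called (2 adjusted over the list alone). The median of this list rose above 0, to 0.022 and 0.10, without scrambled control replicate 1 and without RBMS1 knockdown replicate 1, and was -0.36 and -0.35 without scrambled control replicate 3 and RBMS1 knockdown replicate 3. Of 79 ribosomal protein genes, 63 were below 0 (median -0.16), and with each sample's trend with GC content and length removed the median log2 fold change of cytosolic ribosomal proteins was -0.074 and did not pass (camera adjusted p = 0.225). Hp no longer passed with each sample's median per chromosome removed (log2 fold change -1.91 before and -1.51 after). It was called without RBMS1 knockdown replicate 1 but not without any other sample (adjusted p between 0.107 and 0.30 by the same edgeR test). By library size alone, the medians of all 6 lists were above 0, and relative to the shift of all genes they ranged from -0.32 to -0.15.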

Additional functional analysis revealed that RBMS1 knockdown altered cellular activities such as lipid metabolism, glucose metabolism, post-translational modification, cell death and survival, cell growth and proliferation, the inflammatory response, protein synthesis, and energy production (Figure 6B). Our findings imply that RBMS1 regulates a variety of cellular processes in 3T3 L1 adipocytes, including energy metabolism and inflammation.

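The paper reasons from the pathways and functions that its differentially expressed genes fell into. From these findings as a whole it proposes that RBMS1 regulates many cellular processes in these adipocytes, energy metabolism and inflammation among them. In the deposited counts, edgeR called 24 members of the 17 lists, all of them downregulated, while DESeq2 called 60 of the members that edgeR tested, 54 of them downregulated and 6 upregulated. Of the 24, 8 lie on chromosome 8 and 2 near the start of chromosome 3, and none of these 10 was called by edgeR with each sample's median per chromosome removed. The same setting kept 12 of the other 14. In it, the 10 genes stayed below 0, with log2 fold changes from -1.51 (Hp) to -0.16 (Prkci). mt-Co2, which that setting left as it was, also lost its call (adjusted p = 0.149 by edgeR's quasi-likelihood test). A lost call alone thus does not show that the shift accounts for a gene.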

### 2.5. Differentially Expressed Proteins Associated with RBMS1 Knockdown in Mature Adipocytes

To identify differentially expressed proteins as a result of RBMS1 depletion, samples were subjected to 2D-DIGE proteomic analysis..Three biological replicates from each group (RBMS1KD and scrambled control) were separated, analyzed, and used for the comparative analysis. A representative protein separation pattern is shown in Supplementary Figure S1. A total of 1206 protein spots were analyzed on the gel, and after applying a cut-off line using a *p*-value ≤ 0.05 and a fold change ≥ 1.5, 73 significantly different proteins were identified (Supplementary Figure S2). Subsequently, only 37 proteins could be sequenced and identified using the MALDI-TOF sequencing system combined with the SWISS-PROT database and Mascot software 2.6.00 (Supplementary Table S4). Many proteins had their expression altered only at the protein level, not at the mRNA level, indicating potential post-transcriptional regulation by RBMS1. A comparative analysis of these proteins and their mRNA expression is shown in Figure S3.

The list of differentially expressed proteins was uploaded into the IPA database for downstream analysis. The top pathways affected by RBMS1 knockdown included unfolded protein response, mitochondrial dysfunction, and oxidative phosphorylation, consistent with the analysis of the RNA sequencing data (Figure 7A). Additional functional analysis revealed that differentially expressed proteins were significantly enriched in nucleic acid metabolism, energy production, endocrine system disorders, cell cycle, cell death, and lipid metabolism (Figure 7B).

## 3. Discussion

RBPs have emerged as important regulators of adipose metabolism and possible therapeutic targets for metabolic diseases [37,38,39]. These proteins have a distinct structure that allows them to directly bind to RNA and regulate its degradation, stability, adenylation, transport, and, ultimately, protein expression [40]. In the last few years, several members of the RBP family, including HuR, QK, and YBX1, have been shown to regulate adipogenesis by controlling the stability and translation of key mRNAs involved in this process [21,22,23]. RBMS1 is a member of the RNA-binding protein family and contains two conserved RNA binding motifs, RNP1 and RNP2. RBMS1 has been extensively studied for its role in cancer and found to regulate various cellular processes such as alternative splicing, mRNA stability, and translation, making it a potential therapeutic target for cancer treatment [28,29]. Additionally, RBMS1 expression levels have been shown to correlate with cancer progression and patient survival in certain types of cancer. Multiple studies have found that single nucleotide polymorphisms (SNPs) in RBMS1 are linked to the risk of type 2 diabetes mellitus and other obesity-related traits [37,38,41]. Moreover, *Rbms1* mRNA expression shows a significant increase in the placenta from obese mothers as compared to lean mothers [42]. These observations strongly suggest a possible role of RBMS1 in metabolic regulation.

To the best of our knowledge, no prior research has looked into the role of RBMS1 in adipogenesis or adipose tissue metabolism. Therefore, the current study was initiated to investigate the potential role of RBMS1 in adipocyte differentiation and metabolism. We found that RBMS1 is highly expressed in the early stages of differentiation of the murine adipocyte cell line 3T3-L1 and decreases in the later stages. Furthermore, *Rbms1* expression is significantly higher in the subcutaneous and visceral adipose tissue depots of HFD-fed mice as compared to CD-fed mice. Diet-induced obesity (DIO) is known to affect the cellular composition of adipose tissue, which may have a direct influence on the expression of genes such as *Rbms1*. To demonstrate that the increased *Rbms1* expression in response to DIO is not attributable to changes in adipose tissue cellular composition, we re-analyzed an RNA sequencing dataset containing data from adipocytes extracted from visceral adipose tissue of HFD- and CD-fed mice. Consistent with our results from whole adipose tissue, *Rbms1* expression was significantly upregulated in the adipocyte fraction of adipose tissue in response to a high-fat diet. This suggests that the upregulation of *Rbms1* expression in response to a high-fat diet is not due to changes in adipose tissue cellular composition, but rather a direct response to DIO. We further showed that RBMS1 may play a crucial role in regulating the differentiation of 3T3-L1 adipocytes. The depletion of RBMS1 using specific shRNA resulted in the downregulation of some of the key adipogenic markers, including ATGL and HSL, two important lipase enzymes that regulate lipid mobilization and metabolism. Intriguingly, ATGL expression in RBMS1KD cells was only altered at the protein level, not at the mRNA level, suggesting that RBMS1 may control ATGL post-transcriptionally. ATGL is a key enzyme in the conversion of stored fat into energy, and any disruption in its regulation can result in metabolic disorders such as obesity and diabetes [43,44]. More research is needed to determine whether RBMS1 regulates ATGL translation and, if so, how. The transcriptomic and proteomic analyses further revealed that the depletion of RBMS1 led to altered expression of genes involved in key metabolic pathways, including those involved in carbohydrate and lipid metabolism. Interestingly, the mRNA expression of several differentially expressed proteins was unaffected by RBMS1 knockdown, suggesting a possible post-transcriptional regulation by RBMS1. More studies are needed to confirm these findings and to understand the mechanism by which RBMS1 controls the translation of these mRNAs.

Taken together, these findings suggest that RBMS1 may play an important role in adipose metabolism by regulating multiple metabolic pathways. More research is needed to fully understand how RBMS1 regulates adipose metabolism and the adipogenesis process. First, these findings must be replicated in animal models, preferably by creating adipose-specific RBMS1 knockout mice. Second, identifying potential RBMS1 downstream target mRNAs could provide valuable insight into the molecular mechanisms underlying its metabolic effects. Finally, identifying specific compounds capable of modulating RBMS1 expression or activity could be a promising avenue for drug development.

## 4. Materials and Methods

### 4.1. Cell Culture and Differentiation Induction

The 3T3-L1 mouse embryo fibroblast pre-adipocytes were purchased from the American Type Culture Collection (ATCC), (Manassas, VA, USA). Cells were maintained and differentiated in Dulbecco’s modified Eagle’s medium (Sigma, St. Louis, MO, USA) supplemented with 10% heat-inactivated fetal bovine serum (Thermo Fisher Scientific, Waltham, MA, USA) and 10,000 U/mL penicillin-streptomycin (Thermo Fisher Scientific, Waltham, MA, USA), and incubated at 37 °C and 5% CO_2_ as described previously. Briefly, cells were grown until confluency then starved for 2–3 days before initiating the differentiation process. Differentiation was induced by incubating cells with the complete medium (DMEM + 10% FBS) containing the adipogenic cocktail (1 μM insulin, 0.25 µM dexamethasone, 0.5 mM IBMX, 3 µM Rosiglitazone). The differentiation medium was replenished after 3 days with complete medium +1 µM insulin for 24 h. Differentiated cells were maintained in complete medium and used on day 7, as described before [45].

### 4.2. Animals and Diet

C57Bl/6J male mice were a kind gift from Dr. Jahangir Iqbal of the King Abdullah International Medical Research Center in AL-hasaa, SA. Mice were maintained and housed at a 22 ± 0.5 °C temperature, as mentioned previously [46]. Mice were fed ad libitum either a chow diet CD (10% energy by fat, catalog #D12450B, Research Diets, Inc., New Brunswick, NJ, USA) or a high-fat diet HFD (60% energy by fat, catalog #D12492, Research Diets, Inc., New Brunswick, NJ, USA). Four mice in each group were fed the indicated diets for 18 weeks. Weekly weight measurements were recorded, and blood triglycerides, glucose, and free fatty acids were measured. At the end of the treatment, mice were euthanized, and all fat pads were removed and weighed. Experiments were managed with the approval of the KAIMRC Institutional Animal Care and Use Committee (Protocol #s RA17-013-A and RA20-005-A).

### 4.3. Tissue Digestion, RNA Isolation, and RT-PCR

An RNeasy mini kit was purchased from Qiagen, (Germantown, MD, USA) and utilized to isolate RNA from cell lysates. Pre-adipocytes and mature adipocytes were collected, and total RNA was extracted following the manufacturer’s protocol. Meanwhile, RNA from fat tissue was extracted by utilizing Trizole-chloroform following the manufacturer’s protocol, as described previously. In short, an equal amount of total RNA was used to synthesis cDNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Waltham, MA, USA) and was mixed with Power SYBR Green PCR Master Mix (Applied Biosystems, Foster City, CA, USA). The amplification reaction was performed in an Applied Biosystems QuantStudio (TM) 6 Flex real-time PCR System. Primers are listed in the Supplementary Materials (Table S6).

### 4.4. Plasmid, Lentivirus Preparation, and Generation of Stable RBMS1 Knockdown

3T3-L1 knockdown cells were generated using lentiviral transduction and *Rbms1*-specific short hairpin RNA (shRNA). Lentiviral particles were packaged in human embryonic kidney 293T (HEK293T) cells following transfection with the relevant shRNA and lentiviral packaging mix. 3T3-L1 cells were plated in 6-well plates in full medium at 40–50% confluency, and lentiviral particles with transduction enhancer (Polybrene 8 µg/mL) were added to each well. The medium containing viral particles was removed after 48 h of incubation and replaced with fresh medium containing 2 µg/mL puromycin to generate stable RBMS1KD in 3T3-L1 cells.

### 4.5. Library Preparation and RNA Sequencing

RNA was extracted from freshly collected cell pellets as described above. Only samples with a high-quality RNA integrity (RIN ≥ 9) on an Agilent 2100 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) were judged to be suitable for RNA library preparation prior to whole-transcriptome sequencing. Three biological replicates from each group were utilized for RNA sequencing at the King Abdullah International Medical Research Center’s medical genomics laboratory (Riyadh, Saudi Arabia). In short, the library was created using the Illumina Stranded Total RNA Prep protocol. After obtaining purified total RNA at a concentration of 1000 ng per sample, ribosomal RNA (rRNA) was enzymatically depleted using an Illumina Ribo-zero plus rRNA depletion kit, followed by fragmentation and random hexanucleotide treatment to prime the sample for cDNA synthesis. RNA fragments primed with hexamer were then used to create double-stranded cDNA. To prevent them from ligating each other, adenylate 3’ ends were added, and a ligate anchor was added to prepare a cDNA fragment for dual indexing primers (i7, i5) using RNA prep ligation, IDT DNA/RNA UD indexes, and RNA index anchor kits (New England BioLabs, Ipswich, MA, USA). The library was amplified using PCR and cleaned with Agencourt AMPureXP (Beckman, CA, USA). The final library was then normalized, pooled, and loaded into an SP flow cell for up to 400 million reads of coverage. On an Illumina NovaSeq 6000 platform, the library was sequenced (200 cycles).

### 4.6. RNA Sequencing Data Processing

The generated raw sequence reads were trimmed using Trim Galore (version 0.6.7) [47] to remove adapter sequences and low-quality bases. Quality assessment was performed using FastQC (version 0.11.9) to evaluate the overall quality of the reads, including measures such as per-base sequence quality scores, sequence length distribution, and GC content. Processed reads were aligned to the Ensembl reference genome GRCm38 using STAR (version 2.7.10a) [48], a spliced transcripts aligner, with default parameters. Gene-level counts were generated from the aligned reads using Salmon (version 1.9.0) [49], a fast and accurate transcript quantification tool, with default parameters. Differentially expressed genes (DEGs) between the study groups were identified using DESeq2 (version 1.38.0) [50], an R package for RNA-seq data analysis. DESeq2 was used to calculate the fold change, *p*-value, and false discovery rate (FDR) for each gene, with the threshold for significance set at an FDR-adjusted *p*-value < 0.05. Batch effects were investigated using principal component analysis (PCA). Logarithmic scale (base 2) fold change was used to determine the magnitude of gene expression changes. DEG lists for each group were uploaded to Ingenuity Pathways Analysis (IPA), a bioinformatics tool for functional mapping and pathway analysis. IPA was used to identify enriched biological functions, pathways, and networks associated with the DEGs, using default settings and a significance threshold of *p*-value < 0.05. All statistical analyses were performed using R (version 4.2.1) unless otherwise stated. Heat maps were generated using the integrated Differential Expression and Pathway analysis (iDEP.96) platform [51]. TBtools 1.098 software was used to extract data of the entire repertoire of RNA-binding proteins and to generate volcano plots from RNA sequencing data [52]. All raw sequencing data has been deposited to Gene Expression Omnibus record number GSE233256.

### 4.7. RNA Sequencing Re-Analysis

The GSE142187 dataset was analyzed using the GEO RNA-seq Experiments Interactive Navigator (GREIN) platform [53]. Dataset GSE142187 contained RNA expression data from adipocytes isolated from the white adipose tissue of mice fed either a regular chow or high-fat diet for 8 and 20 weeks [36]. CPM-normalized mRNA expression was obtained from the GREIN platform, and differential gene expression was estimated. Raw *p* values were adjusted for multiple testing using the Benjamini–Hochberg procedure and only adjusted *p* (Padj) values lower than 0.05 were considered significant.

### 4.8. Cellular Localization through Confocal Microscopy

Pre- and post-differentiated 3T3-L1 cells were plated in glass-bottom dishes, washed with PBS, and fixed with 4% paraformaldehyde. Cells were permeabilized by incubating with PBS containing 0.1% Triton X-100 and incubated in blocking solution (1% BSA, 22.52 mg/mL glycine) in PBST (PBS + 0.1% Tween 20). Cells were then incubated with RBMS1 antibody for 1 h at room temperature followed by washing and incubation with goat anti-rabbit IgG (H+L) highly cross-adsorbed secondary antibody for 1 h in the dark. 40,6-diamidino-2-phenylindole (DAPI, Cell Signaling Technology, Danvers, MA, USA) was used to stain nuclei in cell cultures. The cells were imaged using an Eclipse TE2000 confocal laser scanning microscope (CLSM) (Nikon Corporation, Tokyo, Japan).

### 4.9. Measurement of Cell Growth and Viability

To investigate the impact of the depletion of RBMS1 on the proliferation and viability of 3T3 L1 cells, a 3-(4,5- dimethylthiazol-2-yl)-2,5-diphenyltetrazolium bromide (MTT) assay was performed. Briefly, cells were seeded at a density of 2 × 10^3^ cells/well in 96-well plates and incubated at 37 °C in 5% CO^2^. Then, 5 uL of 0.5 mg/mL MTT (Thermo Fisher Scientific, Waltham, MA, USA) was added to each well after 24, 48, and 72 h of incubation and they were incubated for 4 h in 5% CO_2_ at 37 °C. To dissolve the formazan crystals, 100 uL DMSO (Sigma, St. Louis, MO, USA) was used, and optical density (OD) at 562 nm was measured using a SpectraMax ^®^ Microplate Reader (Molecular Device, San Jose, CA, USA).

### 4.10. Oil Red O Stain and Lipid Quantification

The impact of RBMS1KD on lipid accumulation was measured through oil red O staining and lipid quantification. Briefly, cells were seeded in 12-well plates and were differentiated after they reached confluency, as described before [45]. On day 7, media were removed, and cells were washed and fixed in 4% paraformaldehyde methanol free for 1 h. A freshly made oil red O stain was filtered through a 0.2 µm filter and used to stain cells for 20 min at room temperature. Cells were rinsed with 60% isopropanol for 5 min to remove any unwanted background. The cells were imaged on a phase contrast microscope. To quantify the lipid droplets, 100% isopropanol was used to extract the stain from the droplets, and absorbance was measured at 562 nm using a SpectraMax ^®^ Microplate Reader (Molecular Device, San Jose, CA, USA).

### 4.11. Western Blotting

Proteins from cell pellets were extracted using RIPA buffer (Thermo Fisher Scientific, Waltham, MA, USA) supplemented with a protease inhibitor cocktail (Thermo Fisher Scientific, Waltham, MA, USA). Then, 15 μg protein was separated through 10% sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to a nitrocellulose membrane (0.2 μm, Bio-Rad Laboratories, Philadelphia, PA, USA) using a wet transfer system at 60 V for 1 h at 4 °C. Membranes were blocked using 5% fat-free milk and probed with the indicated primary antibodies, followed by the suitable anti-rabbit/mouse horseradish peroxidase (HRP)-conjugated secondary antibodies. Protein bands were developed and visualized using a ChemiDoc XRS imager (Bio-Rad) with Image Lab software (version 4.1, Bio-Rad).

### 4.12. Protein Extraction and Labelling for Two-Dimensional Electrophoresis and Image Scanning

Three separated replicates from each experimental group were used for proteomics analysis at the Obesity Research Center, College of Medicine at King Saud University (Riyadh, Saudi Arabia). Briefly, mature adipocytes were lysed and sonicated in buffer(1.5 mL, pH 8.8, 30 mM Tris buffer containing 7 M urea, 2 M thiourea, 2% Chaps, 1× protease inhibitor mix), as described previously [54]. In brief, after the sonication, 50 mM dithiothreitol (DTT) was added to stabilize the proteins, followed by 40 min centrifugation at 20,000× *g* at 4 °C. Supernatant was used and then precipitated using a 2D clean-up kit (GE Healthcare, USA) according to the manufacturer’s protocol. A buffer (7 M urea, 2 M thiourea, 4% CHAPS, and 30 mM Tris) was prepared and utilized to re-suspend the protein pellets, followed by protein pH adjustment to 8.5. Protein concentrations were measured in triplicate using a 2D-Quantkit (GE Healthcare, Danderyd, Sweden). After that, proteins were labeled with CyDye™ DIGE Fluor minimal dye (400 pmol/50 µg) (GE Healthcare, Danderyd, Sweden) according to the manufacturer’s recommendation. Each biological replicate was labeled with either cy3 or cy5. Moreover, a pooled standard of 50 µg protein from each of the 6 samples was labeled with cy2. Accordingly, samples were combined and separated by first dimension using Immobiline Dry Strips (24 cm, pH 4–7; GE Healthcare, Danderyd, Sweden). These separated proteins were subsequently separated using second-dimension sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) (Ettan DALT six vertical units, GE Healthcare, Danderyd, Sweden), scanned with a Sapphire Biomolecular Imager (Azure Bio systems, Dublin, OH, USA), and digitalized via the image analysis software Sapphire Capture system Version 1.12.0921.0 (Azure Biosystems, Dublin, OH, USA). In order to identify the statistically significant protein spots, cy2 labeling (internal standard) was included to enable normalization across gels and quantitative differential analysis of the protein levels. An ANOVA parameter was used to determine the significant changes in protein abundance by applying a cut-off line *p*-value ≤ 0.05 and fold change ≥ 1.5. Subsequently, a total protein of 1 mg was created by pooling equal protein amounts from 6 samples to prepare a preparative gel (3 knockdown, 3 controls). The gel was stained for five days with Coomassie stains (Thermo Fisher Scientific, Waltham, MA, USA), followed by a gentle rinse with distilled water. The stained gel was kept at 4 °C until the protein spots could be selected, picked, and identified using MS.

### 4.13. MALDI-TOF Mass Spectrometry and Data Processing

Statistically significant protein spots were collected manually, washed, and digested according to previously described methods [55,56]. Trypsin was used to cleave protein peptides at 37 °C overnight. Next, 0.8 µL of tryptic peptides was loaded into a MALDI target plate (384 MTP Anchorchip, 800 µm Anchorchip, Bruker Daltonics, Bremen, Germany). MALDI-MS/MS spectra were measured on an UltraflexTerm TOF mass spectrometer connected to a LIFT-MS/MS device (Bruker Daltonics). MS data were translated using BioTools v3.2 (Bruker Daltonics). Each peptide sequence was aligned to the database to identify proteins by utilizing the Mascot engine (v2.0.04, updated on 9 May 2021; Matrix Science Ltd., London, UK). Only those proteins that showed a Mascot score greater than 56 with *p* ≤ 0.05 were considered for Ingenuity Pathway Analysis (IPA).

### 4.14. Pathways Analysis and Functional Ontology

The functional analysis and pathway analysis were performed through the use of IPA (QIAGEN Inc. https://www.qiagenbioinformatics.com/products/ingenuity-pathway-analysis (accessed on 8 March 2023)). Only differentially expressed genes and proteins were uploaded for core analysis. In short, a list of DE genes containing the ratio-transformed log_2_ fold change and adjusted *p*-value for each gene was imported, and core analysis was run with consideration of fold change less than or equal to 1.5 and *p*-value 0.1 and 0.05 for proteomics. Bio-functional analysis was carried out to characterize their functions.

### 4.15. Antibodies and Primers

Primary antibodies against RBMS1 (#150353) were purchased from Abcam (Cambridge, UK). ATGL (Cell Signaling Technology (#2439S), PPARγ (Invitrogen, Waltham, MA, USA (#PA3-821A), C/ebp α (Cell Signaling Technology (#8178S), HSL (Cell Signaling Technology (#4107S), and Adiponectin (Invitrogen #MA1-054)). Details are listed in (Table S5).

### 4.16. Statistical Analysis

Each experiment was carried out three independent times for two experimental groups. A total of at least 3 technical/biological replicates were statistically analyzed using the two-tailed unpaired *t*-test or analysis of variance (ANOVA) using Prism GraphPad 9 software (GraphPad Software, Inc., La Jolla, CA, USA). Only values that showed a *p*-value less than or equal to 0.05 were considered significant.

## 5. Conclusions

In conclusion, the current study identifies RBMS1 as an important regulator of adipogenesis and adipose metabolism. These preliminary findings must be confirmed in animal models, and the use of adipose-specific RBMS1 knockout mice could provide valuable insight into the functional significance of this protein.

## Figures and Tables

**Figure 1:**
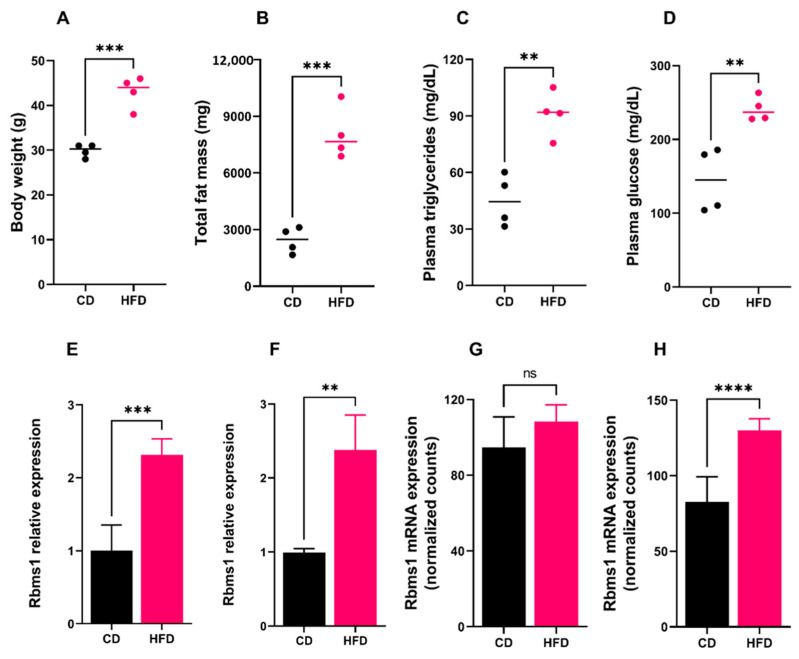
*Rbms1* expression is significantly altered in adipose tissue depots and adipocytes of mice fed a high-fat diet (HFD). (**A**–**D**) Body weight, fat mass, plasma triglyceride levels, and plasma glucose levels in the two groups of mice. (**E**,**F**) *Rbms1* expression in subcutaneous (**E**) and mesenteric adipose tissue (**F**) of mice fed either a CD or HFD. Each bar represents data from four mice from each group. (**G**,**H**) *Rbms1* mRNA expression in adipocyte fraction of visceral adipose of mice fed a CD or HFD for 8 weeks and 20 weeks. The data were obtained through re-analysis of a dataset (GSE 142187), as described in Section 4. Dots represent each value and bars represent mean ± standard deviation. RT-PCR (n = 4 in each group) and RNA sequencing (n = 6 for each group). ^ns^ *p* > 0.05, ** *p* < 0.01, *** *p* < 0.001 and **** *p* < 0.0001.

**Figure 2:**
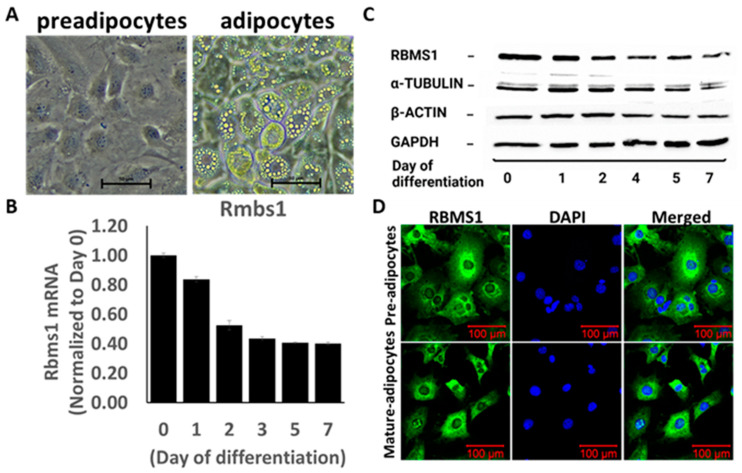
RBMS1 expression before and during adipogenic differentiation in 3T3-L1 cells. (**A**) Representative images showing 3T3-L1 cells before (pre-adipocytes) and after differentiation (adipocytes). (**B**) *Rbms1* mRNA expression during the differentiation process. Each bar represents an average of three independent experimental results; data are normalized to *Rbms1* expression on day 0. (**C**) Representative blots showing the protein expression of RBMS1 and three endogenous controls during the differentiation process. (**D**) Representative confocal images showing cellular distribution of RBMS1 in 3T3-L1 cells before and after differentiation.

**Figure 3:**
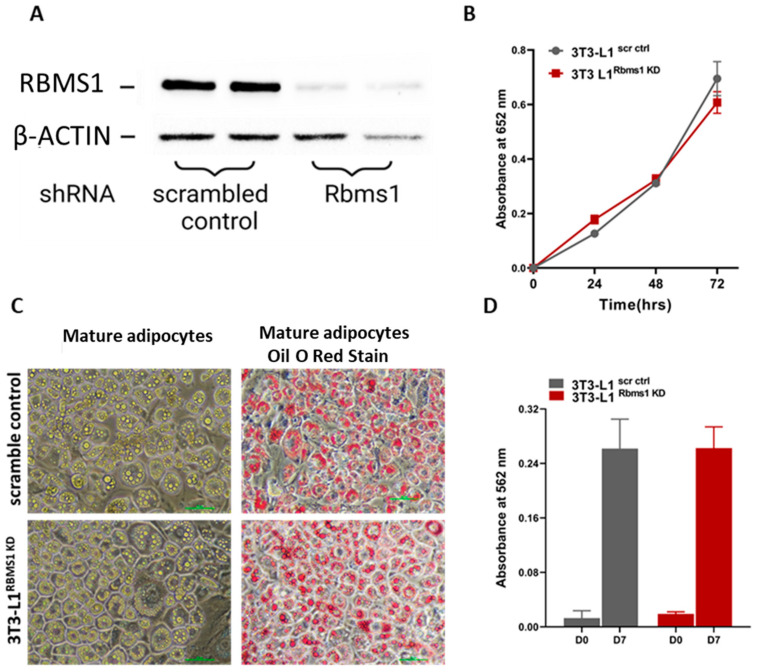
Knockdown of RBMS1 does not alter cellular proliferation or adipogenic differentiation of 3T3-L1 cells. (**A**) A representative blot showing the expression of RBMS1 in cells stably expressing either scrambled shRNA or *Rbms1* shRNA. (**B**) The proliferation and viability of scr ctrl and RBMS1KD 3T3-L1 pre-adipocytes as measured using MTT assay. (**C**) Representative images showing scr ctrl and RBMS1KD 3T3-L1 adipocytes before and after oil red O staining. (**D**) Quantification of lipid content of scr ctrl and RBMS1KD 3T3-L1 cells before (day 0) and after adipogenic differentiation (day 7). Each experiment is a representative of at least three independent experiments.

**Figure 4:**
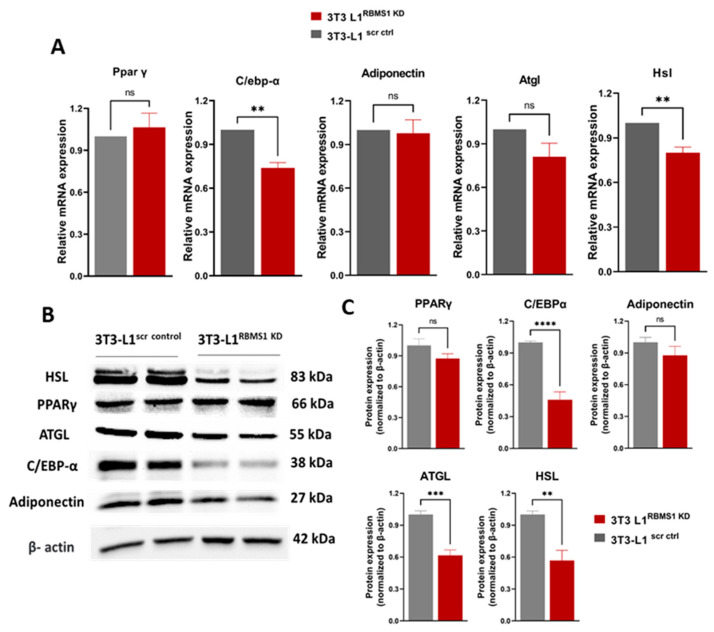
Knockdown of RBMS1 impacts the expression of key adipogenic markers. (**A**) Bar graphs showing the mRNA expression of key adipogenic markers in scr ctrl and RBMS1KD 3T3-L1 adipocytes. (**B**) Immunoblot showing the expression of key adipogenic markers and (**C**) the quantification of the protein expression in scr ctrl and RBMS1KD 3T3-L1 adipocytes. Each bar represents the average of at least three independent experiments. Statistical analysis uses the unpaired *t*-test. **** *p* < 0.0001, *** *p* < 0.001, ** *p* < 0.01, and ^ns^ *p* > 0.05.

**Figure 5:**
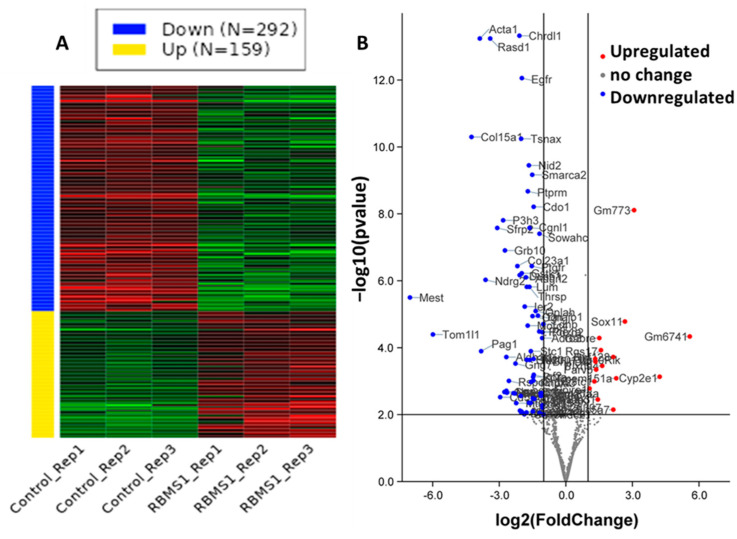
Knockdown of RBMS1 impacts the expression of many genes that are involved in key metabolic functions. (**A**) Heat map showing the differentially expressed genes in the scrambled control and RBMS1KD adipocytes. (**B**) Volcano plot showing differentially expressed genes (FDR adjusted *p*-value < 0.01) in color, with FDR plotted against fold change in adipocytes (2.0). Genes shown in red are upregulated, whereas those in blue are downregulated. Each data point represents data from three biological replicates for each group.

**Figure 6:**
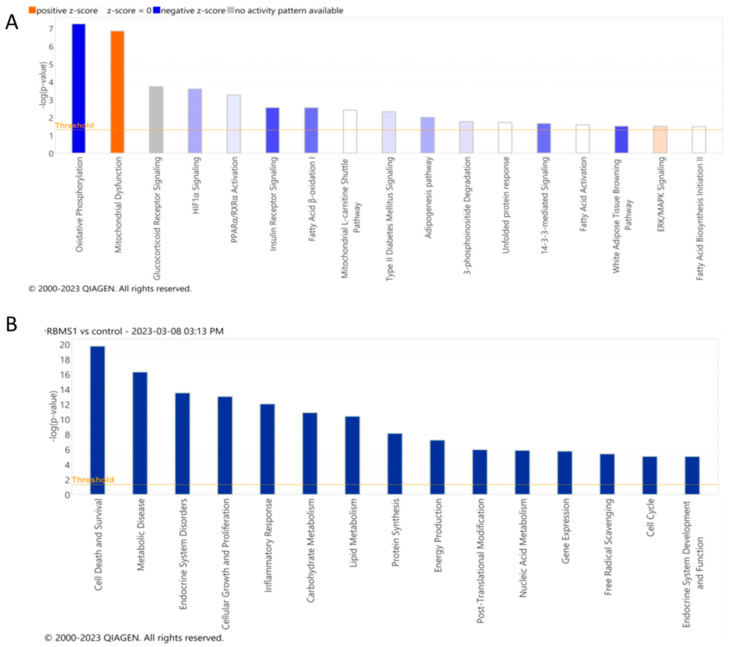
Pathway and biological functions affected by RBMS1 knockdown in adipocytes. (**A**) The most significant signaling and metabolic pathways and (**B**) biological functions identified through IPA analysis of differentially expressed genes in RBMS1KD adipocytes. The ranking is based on the negative log of the ρ value of the enrichment score (upper x–axis) as calculated using IPA. The yellow straight line shows the designated significant threshold −log *p* value = 1.301 (ρ < 0.05) for pathway analysis and −log *p* value = 2 (ρ < 0.01) for biological functions.

**Figure 7:**
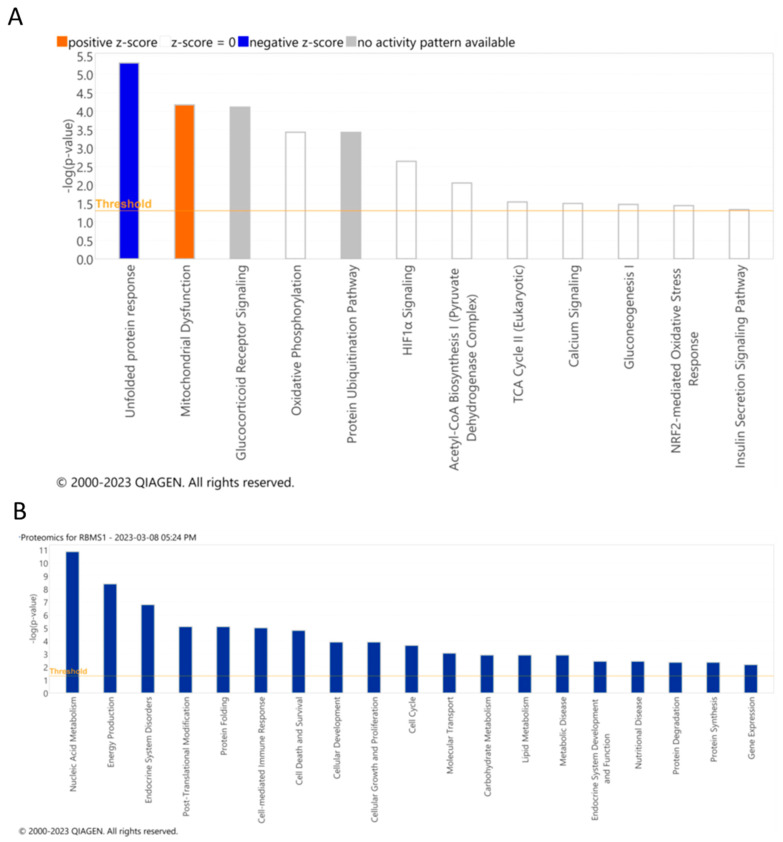
Pathways and biological functions affected identified after analyzing proteomics data from RBMS1KD adipocytes. (**A**) The most significant signaling and metabolic pathways and (**B**) biological functions identified through IPA analysis of differentially expressed proteins in RBMS1KD adipocytes. The ranking is based on the negative log of the ρ value of the enrichment score (upper x–axis) as calculated using IPA. The yellow straight line shows the designated significant threshold −log *p* value = 1.301 (ρ < 0.05).

## Data Availability

The datasets generated during the current study has been deposited to the Gene Expression Omnibus record number GSE138242.

## Supplementary Materials

The supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms241411300/s1.

## References

[1] Zhang Z.Y., Wang M.W. (2012). Obesity, a health burden of a global nature. Acta Pharmacol. Sin..

[2] Kelly T., Yang W., Chen C.S., Reynolds K., He J. (2008). Global burden of obesity in 2005 and projections to 2030. Int. J. Obes..

[3] Kopelman P.G. (2000). Obesity as a medical problem. Nature.

[4] Conway B., Rene A. (2004). Obesity as a disease: No lightweight matter. Obes. Rev..

[5] Da Costa L.A., Arora P., García-Bailo B., Karmali M., El-Sohemy A., Badawi A. (2012). The association between obesity, cardiometabolic disease biomarkers, and innate immunity-related inflammation in canadian adults. Diabetes Metab. Syndr. Obes..

[6] Ghoorah K., Campbell P., Kent A., Maznyczka A., Kunadian V. (2016). Obesity and cardiovascular outcomes: A review. Eur. Heart J. Acute Cardiovasc. Care.

[7] Guh D.P., Zhang W., Bansback N., Amarsi Z., Birmingham C.L., Anis A.H. (2009). The incidence of co-morbidities related to obesity and overweight: A systematic review and meta-analysis. BMC Public Health.

[8] Wang Z.J., Zhou Y.J., Galper B.Z., Gao F., Yeh R.W., Mauri L. (2015). Association of body mass index with mortality and cardiovascular events for patients with coronary artery disease: A systematic review and meta-analysis. Heart.

[9] Olsen C.M., Green A.C., Whiteman D.C., Sadeghi S., Kolahdooz F., Webb P.M. (2007). Obesity and the risk of epithelial ovarian cancer: A systematic review and meta-analysis. Eur. J. Cancer.

[10] Sun J.W., Zhao L.G., Yang Y., Ma X., Wang Y.Y., Xiang Y.B. (2015). Obesity and risk of bladder cancer: A dose-response meta-analysis of 15 cohort studies. PLoS ONE.

[11] Mohammad S., Aziz R., Al Mahri S., Malik S.S., Haji E., Khan A.H., Khatlani T.S., Bouchama A. (2021). Obesity and COVID-19: What makes obese host so vulnerable?. Immun. Ageing.

[12] Aziz R., Sherwani A.Y., Al Mahri S., Malik S.S., Mohammad S. (2023). Why Are Obese People Predisposed to Severe Disease in Viral Respiratory Infections?. Obesities.

[13] Wang Y., Hou H., Xu J., Wang Y., Yang H. (2022). The association between obesity and ICU admission among COVID-19 patients: A meta-analysis of adjusted risk estimates. Am. J. Emerg. Med..

[14] Longo M., Zatterale F., Naderi J., Parrillo L., Formisano P., Raciti G.A., Beguinot F., Miele C. (2019). Adipose tissue dysfunction as determinant of obesity-associated metabolic complications. Int. J. Mol. Sci..

[15] Van de Woestijne A.P., Monajemi H., Kalkhoven E., Visseren F.L.J. (2011). Adipose tissue dysfunction and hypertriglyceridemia: Mechanisms and management. Obes. Rev..

[16] Kawai T., Autieri M.V., Scalia R. (2021). Adipose tissue inflammation and metabolic dysfunction in obesity. Am. J. Physiol. Cell Physiol..

[17] Unamuno X., Gómez-Ambrosi J., Rodríguez A., Becerril S., Frühbeck G., Catalán V. (2018). Adipokine dysregulation and adipose tissue inflammation in human obesity. Eur. J. Clin. Investig..

[18] Kunz H.E., Hart C.R., Gries K.J., Parvizi M., Laurenti M., Man C.D., Moore N., Zhang X., Ryan Z., Polley E.C. (2021). Adipose tissue macrophage populations and inflammation are associated with systemic inflammation and insulin resistance in obesity. Am. J. Physiol. Endocrinol. Metab..

[19] Luo L., Liu M. (2016). Adipose tissue in control of metabolism. J. Endocrinol..

[20] Sarjeant K., Stephens J.M. (2012). Adipogenesis. Cold Spring Harb. Perspect. Biol..

[21] Ahmad B., Serpell C.J., Fong I.L., Wong E.H. (2020). Molecular Mechanisms of Adipogenesis: The Anti-adipogenic Role of AMP-Activated Protein Kinase. Front. Mol. Biosci..

[22] De sá P.M., Richard A.J., Hang H., Stephens J.M. (2017). Transcriptional regulation of adipogenesis. Compr. Physiol..

[23] Rosen E.D., MacDougald O.A. (2006). Adipocyte differentiation from the inside out. Nat. Rev. Mol. Cell Biol..

[24] Squillaro T., Peluso G., Galderisi U., Di Bernardo G. (2020). Long non-coding RNAs in regulation of adipogenesis and adipose tissue function. eLife.

[25] Maeda R., Kami D., Shikuma A., Suzuki Y., Taya T., Matoba S., Gojo S. (2021). RNA decay in processing bodies is indispensable for adipogenesis. Cell Death Dis..

[26] Wei S., Du M., Jiang Z., Hausman G.J., Zhang L., Dodson M.V. (2016). Long noncoding RNAs in regulating adipogenesis: New RNAs shed lights on obesity. Cell. Mol. Life Sci..

[27] Zhang P., Wu W., Ma C., Du C., Huang Y., Xu H., Li C., Cheng X., Hao R., Xu Y. (2022). RNA-Binding Proteins in the Regulation of Adipogenesis and Adipose Function. Cells.

[28] Siang D.T.C., Lim Y.C., Kyaw A.M.M., Win K.N., Chia S.Y., Degirmenci U., Hu X., Tan B.C., Walet A.C.E., Sun L. (2020). The RNA-binding protein HuR is a negative regulator in adipogenesis. Nat. Commun..

[29] Wu R., Cao S., Li F., Feng S., Shu G., Wang L., Gao P., Zhu X., Zhu C., Wang S. (2022). RNA-binding protein YBX1 promotes brown adipogenesis and thermogenesis via PINK1/PRKN-mediated mitophagy. FASEB J..

[30] Lu H., Ye Z., Zhai Y., Wang L., Liu Y., Wang J., Zhang W., Luo W., Lu Z., Chen J. (2020). QKI regulates adipose tissue metabolism by acting as a brake on thermogenesis and promoting obesity. EMBO Rep..

[31] Zhang W., Sun Y., Bai L., Zhi L., Yang Y., Zhao Q., Chen C., Qi Y., Gao W., He W. (2021). RBMS1 regulates lung cancer ferroptosis through translational control of SLC7A11. J. Clin. Investig..

[32] Zhang J., Zhang G., Zhang W., Bai L., Wang L., Li T., Yan L., Xu Y., Chen D., Gao W. (2022). Loss of RBMS1 promotes anti-tumor immunity through enabling PD-L1 checkpoint blockade in triple-negative breast cancer. Cell Death Differ..

[33] Dankert J.T., Wiesehöfer M., Wach S., Czyrnik E.D., Wennemuth G. (2020). Loss of RBMS1 as a regulatory target of miR-106b influences cell growth, gap closing and colony forming in prostate carcinoma. Sci. Rep..

[34] Carter H. (2020). Loss of rna-binding protein rbms1 promotes a metastatic transcriptional program in colorectal cancer. Cancer Discov..

[35] Jin L., Zhang Y., Jiang Y., Tan M., Liu C. (2022). Circular RNA Rbms1 inhibited the development of myocardial ischemia reperfusion injury by regulating miR-92a/BCL2L11 signaling pathway. Bioengineered.

[36] Jones J.E.C., Rabhi N., Orofino J., Gamini R., Perissi V., Vernochet C., Farmer S.R. (2020). The Adipocyte Acquires a Fibroblast-Like Transcriptional Signature in Response to a High Fat Diet. Sci. Rep..

[37] Silva A.N.A., Nicchio I.G., da Silva B.R., Martelli M.G.G., Hidalgo M.A.R., Nepomuceno R., Theodoro L.H., Cirelli J.A., Orrico S.R.P., Cirelli T. (2022). Polymorphisms in risk genes of type 2 diabetes mellitus could be also markers of susceptibility to periodontitis. Arch. Oral Biol..

[38] Qi L., Cornelis M.C., Kraft P., Stanya K.J., Kao W.H.L., Pankow J.S., Dupuis J., Florez J.C., Fox C.S., Paré G. (2010). Genetic variants at 2q24 are associated with susceptibility to type 2 diabetes. Hum. Mol. Genet..

[39] LLeonart M.E. (2022). Understanding RNA-binding proteins. Semin. Cancer Biol..

[40] Wurth L., Gebauer F. (2015). RNA-binding proteins multifaceted translational regulators in cancer. Biochim. Biophys. Acta Gene Regul. Mech..

[41] Kazakova E.V., Chen M., Jamaspishvili E., Lin Z., Yu J., Sun L., Qiao H. (2018). Association between RBMS1 gene rs7593730 and BCAR1 gene rs7202877 and Type 2 diabetes mellitus in the Chinese Han population. Acta Biochim. Pol..

[42] Alvine T., Dhasarathy A., Bundy A., Bhattacharya A., Darland D., Hur J., Perley D., Johnson L., Rusten M., Roemmich J. (2019). RBMS1 Methylation and mRNA Expression Are Differentially Regulated in Placenta Tissue from Obese Women (P11-131-19). Curr. Dev. Nutr..

[43] Schreiber R., Xie H., Schweiger M. (2019). Of mice and men: The physiological role of adipose triglyceride lipase (ATGL). Biochim. Biophys. Acta Mol. Cell Biol. Lipids.

[44] Smirnova E., Goldberg E.B., Makarova K.S., Lin L., Brown W.J., Jackson C.L. (2006). ATGL has a key role in lipid droplet/adiposome degradation in mammalian cells. EMBO Rep..

[45] Al Mahri S., Okla M., Rashid M., Malik S.S., Iqbal J., Al Ibrahim M., Dairi G., Mahmood A., Muthurangan M., Yaqinuddin A. (2023). Profiling of G-Protein Coupled Receptors in Adipose Tissue and Differentiating Adipocytes Offers a Translational Resource for Obesity/Metabolic Research. Cells.

[46] Otaibi A.A., Mubarak S.A., Qarni A.A., Hawwari A., Bakillah A., Iqbal J. (2022). ATP-Binding Cassette Protein ABCC10 Deficiency Prevents Diet-Induced Obesity but Not Atherosclerosis in Mice. Int. J. Mol. Sci..

[47] Krueger F., James F., Ewels P., Afyounian E. S-BB 201. TrimGalore. https://github.com/FelixKrueger/TrimGalore.

[48] Dobin A., Davis C.A., Schlesinger F., Drenkow J., Zaleski C., Jha S., Batut P., Chaisson M., Gingeras T.R. (2013). STAR: Ultrafast universal RNA-seq aligner. Bioinformatics.

[49] Patro R., Duggal G., Love M.I., Irizarry R.A., Kingsford C. (2017). Salmon provides fast and bias-aware quantification of transcript expression. Nat. Methods.

[50] Love M.I., Huber W., Anders S. (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol..

[51] Ge S.X., Son E.W., Yao R. (2018). iDEP: An integrated web application for differential expression and pathway analysis of RNA-Seq data. BMC Bioinform..

[52] Chen C., Chen H., Zhang Y., Thomas H.R., Frank M.H., He Y., Xia R. (2020). TBtools: An integrative toolkit developed for interactive analyses of big biological data. Mol. Plant.

[53] Mahi N.A., Najafabadi M.F., Pilarczyk M., Kouril M., Medvedovic M. (2019). GREIN: An Interactive Web Platform for Re-analyzing GEO RNA-seq Data. Sci. Rep..

[54] Akkour K., Alanazi I.O., Alfadda A.A., Alhalal H., Masood A., Musambil M., Abdel Rahman A.M., Alwehaibi M.A., Arafah M., Bassi A. (2022). Tissue-Based Proteomic Profiling in Patients with Hyperplasia and Endometrial Cancer. Cells.

[55] Benabdelkamel H., Masood A., Almidani G.M., Alsadhan A.A., Bassas A.F., Duncan M.W., Alfadda A.A. (2015). Mature adipocyte proteome reveals differentially altered protein abundances between lean, overweight and morbidly obese human subjects. Mol. Cell. Endocrinol..

[56] Alfadda A.A., Masood A., Al-Naami M.Y., Chaurand P., Benabdelkamel H. (2017). A proteomics based approach reveals differential regulation of visceral adipose tissue proteins between metabolically healthy and unhealthy obese patients. Mol. Cells.

How the deposited data were processed for this re-analysis (not part of the article)

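RNA was sequenced from 6 cultures of 3T3-L1 cells on day 7 of differentiation, 3 with a scrambled control shRNA and 3 with an Rbms1 shRNA, each given its own column. The authors prepared ribosomal RNA-depleted stranded libraries, trimmed reads with Trim Galore 0.6.7, checked them with FastQC 0.11.9, aligned them to GRCm38 with STAR 2.7.10a and obtained estimated counts per gene with Salmon 1.9.0, and these estimated counts were deposited without normalization. The annotation release and the way transcripts were summed to genes are not stated. The authors tested the counts with DESeq2 1.38.0. Here, the estimated counts were rounded and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM factors, estimateDisp, glmQLFit and glmQLFTest) on the condition alone, with Benjamini-Hochberg adjustment. Of 45706 genes, 26300 had no count in any sample and 11440 passed the filter. Gene positions, GC content and lengths were taken from a GRCm38 annotation that held 11402 of the tested genes.

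A gene counted as differentially expressed at an adjusted p of 0.1 or less, the threshold of the paper's Results. Genes at an adjusted p under 0.05 were counted as well. The same was done at the thresholds of the volcano plot, an adjusted p under 0.01 and an absolute log2 fold change over 1. For the IPA input, an adjusted p of 0.1 or less and a fold change of at least 1.5 were used. The paper words that fold change as less than or equal to 1.5, and it was read here as a lower limit. Total counts ranged from 3142695 to 11073098. A gene with no count in a group was set at a floor of 3 counts in each of its libraries to bound its fold change, and a gene with 1 to 3 counts in a group was given a ratio with a 95% exact binomial interval. With 3 samples against 3, an exact permutation test cannot give a p below 0.1, so single genes were tested with the model alone.

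The genes named in the text follow a rule with 5 parts. They are Rbms1 and its paralogs Rbms2 and Rbms3, the adipogenic markers the paper names (Pparg, Adipoq, Cebpa, Pnpla2 and Lipe), and the genes legible in the paper's volcano plot, whose direction there was known. They also include, among called genes with no overlap between the groups, the 5 largest changes and the 5 smallest p in each direction. The last part is the called members of the gene lists described, except that single genes of the ribosomal protein list are not reported here. Herc6 and Ifi27l2a fall outside this rule and were chosen after their values were seen.

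The 17 gene lists were written by hand and cover the nuclear-encoded and the mitochondrially encoded respiratory chain subunits, fatty acid oxidation, insulin receptor signaling, glucocorticoid-responsive genes, hypoxia-inducible factor 1 targets, AMPK signaling, adipocyte genes, extracellular matrix and fibroblast genes, the inflammatory response, the unfolded protein response, cytosolic ribosomal proteins, imprinted genes, glucose metabolism, the tricarboxylic acid cycle, lipid synthesis and cell proliferation. Each list was given its median log2 fold change, camera with a preset correlation of 0.01, fry and camera with an estimated correlation (limma 3.58.1), and Fisher's exact test of its called genes against all tested genes. The members of each list were also adjusted among themselves. A list of interferon-stimulated genes was written after some of the values had been seen.

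The alternatives set before the data were examined, like the tests and the 17 lists above, were DESeq2 1.42.0, limma-voom, edgeR's earlier and robust quasi-likelihood estimates, RLE size factors, library sizes alone, no filter on low counts, a filter of at least 1 CPM in 3 samples, unrounded counts, a block on the replicate number, and each sample left out in turn. A further 4 alternatives were chosen after seeing the data, namely library sizes without the genes derived from ribosomal RNA, library sizes without the 100 most abundant genes, removal of each sample's trend with GC content and length (loess, span 0.3), and removal of each sample's median per chromosome, with chromosome 3 parted at 50 Mb and the mitochondrial genome, which has fewer than 50 tested genes, left as it was. On simulated counts for 11440 genes with 200 changed genes, in the comparison of RBMS1 knockdown with scrambled control, edgeR recovered 80% of the changed genes that it tested (97.6% of those changed at least 4-fold), and 9.52% of its 168 calls were false. DESeq2 recovered 81% with 15.2% false, and limma-voom 76.8% with 7.01% false. The IPA analysis was not repeated, and the proteomic data of the paper are not analysed here.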

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

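The tests of a few genes or library size on chromosome 8, of the boundary on chromosome 3, of RBMS1 acting on chromosome 8, of a single library on chromosomes 1 and 3 and both tests of the interferon-stimulated genes were chosen after the results were seen. Each of the patterns below lies in genes that the paper does not discuss as a group.

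The genes of chromosome 8 were lower in RBMS1 knockdown cells as a whole. The 624 tested genes had a median log2 fold change of -0.38, and the median deviation of these genes was 0.17, 0.25 and 0.22 in the scrambled control samples and -0.17, -0.21 and -0.16 in the RBMS1 knockdown samples. The adjusted p over 22 regions was 0.00085 by fry and 0.0032 by camera with an estimated correlation, and 10 and 5 of the 22 regions passed 0.05. Beside the regions described here, chromosomes 6 and 4 passed both tests, with medians of 0.19 and 0.074 (fry adjusted p = 0.00904 and 0.00149, camera with an estimated correlation 0.0171 and 0.0457). On chromosome 6, 70.5% of 567 genes were above 0 and all knockdown samples lay above all controls, and no explanation was tested for it. Of the chromosome 8 genes, 25 were called, all of them lower. A few genes or a difference in library size would leave the share of genes below 0 near that of the other chromosomes, but it was 90.1% on chromosome 8 and 47.3% elsewhere. With library sizes alone the median was -0.0016, or -0.37 relative to the shift of all genes. With each sample's trend with GC content and length removed, the median was -0.36, and with each library left out in turn it came no nearer to 0 than -0.35. These values argue against such biases and against a single library as the whole cause. A candidate explanation is that the knockdown cells carried fewer copies of chromosome 8. All 13 stretches of 10 Mb were below 0, and the medians of the genes in the lowest, middle and highest part by expression (-0.33, -0.38 and -0.42) differed by 0.088 at most, which a difference in copies needs. DNA from these cells was not analysed here. An action of RBMS1 on these genes cannot be told apart from a difference between the cell populations by the median of -0.38, since the samples form 1 knockdown group and 1 control group.

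The first 50 Mb of chromosome 3 had a median log2 fold change of -0.64 over 91 tested genes, of which 90.1% were below 0 and 13 were called, all lower (fry adjusted p = 0.00149, camera with an estimated correlation 0.0117). Removal of the trend with GC content and length left the median at -0.64, and without any 1 library it came no nearer to 0 than -0.56, which argues against both as the whole cause. Fewer copies of this part of the chromosome may explain the shift, but the test could not tell. The 5 stretches before 50 Mb lay between -0.84 and -0.22 and the 11 after it between -0.20 and -0.030, a gap of 0.024, and the boundary was placed after these values were seen. The medians of the genes in the lowest, middle and highest part by expression were -0.73, -0.44 and -0.67 over 36, 34 and 21 genes. They were less even than on chromosomes 8 and 1, where each part held more genes. The spread of these medians was not estimated, so the unevenness cannot decide on a difference in copies. A direct effect of RBMS1 loss stays open as well.

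The 675 tested genes of chromosome 1 had a median log2 fold change of 0.25, with 78.4% above 0 and all 20 stretches above 0 (fry adjusted p = 0.00149, camera with an estimated correlation 0.0032). Of these genes, 5 were called, 1 of them lower. With library sizes alone the median was 0.62, or 0.25 relative to the shift of all genes. Removal of the trend with GC content and length left 0.24, and the value nearest 0 without any 1 library was 0.24, so these biases and a single library are argued against as the whole cause. More copies of chromosome 1 in the knockdown cells may explain the shift, since the parts by expression differed by 0.078 at most. A direct effect of RBMS1 loss stays open here too.

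Interferon-stimulated genes were higher in RBMS1 knockdown cells, with a median log2 fold change of 1.28 over 30 tested genes, 28 of them above 0. This did not pass by fry (p = 0.187) or by camera with an estimated correlation (p = 0.180). Camera with the preset correlation gave p = 7.01e-11 for this list, which was written after some of the values had been seen. A single gene, Herc6, was called by edgeR (log2 fold change 1.45, adjusted p = 0.0695 by its quasi-likelihood test with Benjamini-Hochberg adjustment, higher in each knockdown sample) and 9 by DESeq2. Of these 9, 8 were higher, and Ifi27l2a, named after its values were seen, was lower (log2 fold change -1.74 by edgeR, DESeq2 adjusted p = 0.00868, the smallest of the 9). Herc6 was called as well without RBMS1 knockdown replicate 1 (0.0240). It was not called without scrambled control replicates 1, 2 and 3 (0.193, 0.252 and 0.244) or RBMS1 knockdown replicates 2 and 3 (0.158 and 0.142) by the same edgeR test. The median deviation per sample was -0.50, -0.49 and -0.35 in the controls and -0.19, 0.22 and 1.57 in the knockdown samples. Without RBMS1 knockdown replicate 3 the median was 0.44, so a single library carried most of the size of the shift, while the remaining samples kept its direction. Whether that library alone is the cause cannot be told from 2 remaining knockdown samples. Both groups carry an shRNA vector, so a response common to both vectors would not separate them. A response specific to the Rbms1 shRNA or to its cells cannot be told apart from RBMS1 loss by the median of 1.28. The labels name no further Rbms1 shRNA.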

How the results depend on the processing

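The alternatives with library sizes without ribosomal RNA-derived or the 100 most abundant genes, with the trend in GC content and length removed and with the chromosome medians removed were tests chosen after the results were seen. The number of genes at an adjusted p of 0.1 or less (140) stayed within 1.5 times under limma-voom, both other edgeR estimates, RLE size factors, library sizes alone, the filter at 1 CPM, unrounded counts, both reduced library sizes and the removed GC and length trend, between 116 and 168. DESeq2 gave 430, no filter on low counts 268 and the removed chromosome medians 71. At an adjusted p under 0.05 (53), these gave 291, 126 and 29, and library sizes without ribosomal RNA-derived genes gave 23. At the thresholds of the IPA input (140), the same 3 settings gave 413, 268 and 71. At the thresholds of the volcano plot (1), DESeq2 gave 108, limma-voom 2, the earlier edgeR estimate 4, the robust one 9, library sizes alone 13, no filter 41 and the filter at 1 CPM 4. The cause of these differences was not tested.

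The downregulated share (74.3%) was 83.6% with limma-voom and 65.4% with library sizes without the 100 most abundant genes. It fell below 50% with library sizes alone (33.3%) and without ribosomal RNA-derived genes (44.4%). Leaving out 1 sample in turn gave 12 to 696 genes at an adjusted p of 0.1 or less, 1 to 347 under 0.05, 0 to 59 at the thresholds of the volcano plot and 12 to 671 at those of the IPA input, with 61.2% to 100% lower. The lowest counts of genes were without scrambled control replicate 2 (12) and the highest without RBMS1 knockdown replicate 1 (696), where fewer samples were tested. Counts were 21 and 32 without scrambled control replicates 1 and 3, and 38 and 116 without RBMS1 knockdown replicates 2 and 3.

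No pairing of the replicate numbers is stated. With each group's mean removed, the correlations of same-numbered samples were -0.14, 0.078 and -0.028, so the counts gave no sign of pairing. These values cannot exclude that same-numbered cultures were handled together. With the replicate block, 39 genes had an adjusted p of 0.1 or less (84.6% lower), 10 had one under 0.05, 39 met the thresholds of the IPA input and 0 those of the volcano plot, and the block with its fewer residual degrees of freedom says nothing about a weaker effect.

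Of the 17 lists, 12 passed with camera's preset correlation, and 0 passed with fry or with an estimated correlation, which allow for the correlation between genes. The nuclear-encoded respiratory list (-0.36) and the mitochondrially encoded one (-0.68) kept their medians there, with an adjusted p of 0.221 and 0.106 by fry and 0.418 and 0.345 with the estimated correlation. Under scaling by library size alone, which raises the median of all genes by 0.37, the medians turned to 0.026 for nuclear-encoded respiratory subunits, 0.058 for fatty acid oxidation, 0.26 for insulin, 0.041 for hypoxia, 0.34 for AMPK, 0.23 for extracellular matrix, 0.14 for inflammatory, 0.33 for unfolded protein, 0.21 for ribosomal, 0.31 for imprinted, 0.14 for glucose, 0.15 for tricarboxylic acid, 0.18 for lipid synthesis and 0.048 for proliferation genes. Rbms3, Pparg and Adipoq turned to 0.12, 0.080 and 0.14. Without ribosomal RNA-derived genes in the library sizes (a rise of 0.145), insulin turned to 0.011, AMPK to 0.10, extracellular matrix to 0.016, unfolded protein to 0.085 and imprinted genes to 0.075. The median log2 fold change of AMPK signaling also turned to 0.044 with DESeq2, 0.049 without a filter, 0.0067 without the 100 most abundant genes, 0.0030 with the GC and length trend removed and 0.052 with the chromosome medians removed, and the median log2 fold change of imprinted genes turned to 0.0016 without a filter.

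Among the settings with all samples, insulin receptor signaling did not pass camera with the chromosome medians removed (adjusted p = 0.213). The same holds for the inflammatory list with DESeq2, where the median log2 fold change of inflammatory response had a camera adjusted p of 0.0841, and for ribosomal proteins with the GC and length trend removed, where the median log2 fold change of cytosolic ribosomal proteins had one of 0.225. The latter setting moved the median log2 fold change of mitochondrially encoded respiratory chain subunits to -0.45. Some lists that did not pass in the main setting kept their direction and passed in part of the 22 alternatives, leave-one-out comparisons included. These were glucose metabolism in 11 (camera adjusted p = 0.0506 in the main setting), imprinted genes in 4 and cell proliferation in 3.

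With 1 sample left out, camera's preset correlation passed 11, 15 and 11 lists without scrambled control replicates 1, 2 and 3 and 12, 9 and 10 without RBMS1 knockdown replicates 1, 2 and 3. Without RBMS1 knockdown replicate 2, fatty acid oxidation, insulin, tricarboxylic acid and lipid synthesis did not pass (camera adjusted p = 0.326, 0.0881, 0.229 and 0.528). Fatty acid oxidation, insulin, hypoxia and lipid synthesis did not without RBMS1 knockdown replicate 3 (0.0785, 0.0785, 0.792 and 0.234). Lipid synthesis did not without scrambled control replicate 3 (0.0670), and the inflammatory list did not without scrambled control replicate 1 or RBMS1 knockdown replicate 1 (0.160 and 0.575). Medians ranged from -0.80 to 0.018 (hypoxia, above 0 without RBMS1 knockdown replicate 3), -0.095 to 0.094 (AMPK, 0.094 and 0.074 without RBMS1 knockdown replicates 2 and 3), -0.35 to 0.061 (extracellular matrix, RBMS1 knockdown replicate 1), -0.36 to 0.10 (inflammatory, 0.022 without scrambled control replicate 1 and 0.10 without RBMS1 knockdown replicate 1), -0.11 to 0.039 (unfolded protein, RBMS1 knockdown replicate 3), -0.12 to 0.044 (imprinted, 0.044 without scrambled control replicate 1 and 0.0042 without RBMS1 knockdown replicate 1) and -0.80 to 0.19 (proliferation, scrambled control replicate 1). Rbms1 ranged from -0.92 to -0.52, and it was called without RBMS1 knockdown replicate 3 alone. Rbms3 ranged from -0.56 to 0.10, above 0 without RBMS1 knockdown replicate 1, and Adipoq from -0.45 to 0.068, above 0 without RBMS1 knockdown replicate 2. For the genes named in the text, 905 comparisons with an alternative kept direction and side of the threshold, 247 kept the direction and no longer passed, 3 newly passed and 5 reversed. Depth limits detection most in scrambled control replicate 2, where 3 counts equal 1.49 CPM.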

Differences from the paper's values

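The paper gives 430 differentially expressed genes at an adjusted p of 0.1 or less, and edgeR gave 140. Of the alternatives set before the data were examined, DESeq2 gave 430. The others, namely limma-voom, both other edgeR estimates, RLE size factors, library sizes alone, either change of the filter on low counts, unrounded counts, the replicate block and each comparison with 1 sample left out, stayed more than 1.5 times away. DESeq2 is the tool that the paper's methods name, in version 1.38.0 there and 1.42.0 here.

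The paper's heat map holds about 290 genes that were lower and about 160 that were higher in RBMS1 knockdown cells in Figure 5A, read by eye, and edgeR called 104 and 36. For the lower genes, DESeq2 (285) and the comparison without RBMS1 knockdown replicate 1 (426) came within 1.5 times of the paper's number, and the other alternatives did not. For the higher genes, DESeq2 (145) did, and the other alternatives did not.

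The paper names HIF1 and AMPK signaling among the pathways its differentially expressed genes were primarily involved in. In the lists written by hand for these subjects, which are not IPA's, edgeR called 0 of 29 and 0 of 26 genes, and DESeq2 called 0 and 3. Cell growth and glucose metabolism are named among the altered functions, and edgeR called 0 of 21 proliferation and 0 of 31 glucose genes, where DESeq2 called 0 and 1. For oxidative phosphorylation, edgeR called 3 of 80 nuclear-encoded and 1 of 13 mitochondrially encoded genes, and DESeq2 called 6 and 7. By Fisher's exact test, 9 of the 17 lists held more DESeq2 calls than by chance (adjusted p under 0.05), against 3 for edgeR. The 9 included the mitochondrially encoded (8.02e-07), glucocorticoid (0.0113), lipid synthesis (0.0135), insulin (0.0254) and fatty acid oxidation (0.0466) lists. The nuclear-encoded (0.0725), AMPK (0.0831), hypoxia, glucose and proliferation lists did not pass.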

Other observations

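The tests of the 100 most abundant genes, of a mislabelled sample and of the share of differentiated cells were chosen after the results were seen.

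The adipogenic markers were not called by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 fold changes were -0.31 for Pparg (adjusted p = 0.554 by edgeR), -0.24 for Adipoq (0.815), -0.61 for Cebpa (0.319), -0.59 for Pnpla2 (0.370) and -0.41 for Lipe (0.538). Cebpa and Pnpla2 were lower in each knockdown sample than in each control, which occurs by chance in 10% of genes. For Pparg, Adipoq and Lipe the groups overlapped. The paper reports ATGL, the product of Pnpla2, as changed in protein but not in mRNA. Since Pnpla2 was lower here without being called, these counts cannot decide on its mRNA. Without RBMS1 knockdown replicate 1, Cebpa (-0.83, adjusted p = 0.0609 by edgeR) and Lipe (-0.72, 0.0474) were called, within ranges of 0.0609 to 0.667 and 0.0474 to 0.966 over all alternatives. Adipoq rose above 0 (0.068) without RBMS1 knockdown replicate 2. With library sizes alone, Pparg and Adipoq were above 0, and relative to the shift of all genes they were -0.29 and -0.23.

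Of 26 adipocyte genes, 24 were below 0, with a median log2 fold change of -0.55 (-0.53 relative to the shift of all genes with library sizes alone). Retn, Adrb3 and Thrsp were called, and Retn and Adrb3 lie on chromosome 8. Retn and Adrb3 were not called without any 1 of the control samples or RBMS1 knockdown replicate 2 (adjusted p between 0.132 and 0.358 by edgeR), and Retn not without RBMS1 knockdown replicate 3 (0.123). When adjusted over the list alone 12 genes were called, and DESeq2 called 8. The called genes exceeded the number by chance (Fisher's exact test, adjusted p = 0.0215), although Thrsp is also named in the volcano plot. The list did not pass with an estimated correlation (adjusted p = 0.418 by camera). A smaller share of differentiated cells may lower these genes, and the extracellular matrix and fibroblast genes that the volcano plot does not name would then rise. Their median was -0.085, with 17 of 27 below 0 and quartiles of -0.37 and 0.12, so the members went both ways. By these counts alone, a smaller share cannot be told apart from lower expression per cell. The paper reports no difference in lipid content between knockdown and control cells, and PPARγ and adiponectin unchanged in mRNA and protein. Those results give no sign of a smaller share, although the paper gives no count of differentiated cells.

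Of all 32 extracellular matrix and fibroblast genes, 22 were below 0 (median -0.14, 0.061 without RBMS1 knockdown replicate 1, -0.080 and -0.21 without scrambled control replicates 1 and 3, and -0.27 and -0.35 without RBMS1 knockdown replicates 2 and 3), and 5 were called, Col15a1, Lum, Nid2, Sfrp2 and Col23a1, all of them named in the volcano plot of these samples. These calls are therefore no independent test of the list, of which DESeq2 called 9 genes. Col15a1, Nid2 and Col23a1 were called whichever sample was left out. Lum was not without scrambled control replicates 2 and 3 and RBMS1 knockdown replicate 2 (0.148, 0.155 and 0.101 by edgeR), nor Sfrp2 without any 1 of the control samples or RBMS1 knockdown replicate 2 (0.106 to 0.175). Of 31 unfolded protein response genes, 18 were below 0 (median -0.064, 0.039 without RBMS1 knockdown replicate 3), and Dnajb9 was called, but not without any 1 of the control samples or RBMS1 knockdown replicate 2 or 3 (adjusted p between 0.143 and 0.298 by edgeR). Of 27 imprinted genes, 15 were below 0 (median -0.062, 0.044 without scrambled control replicate 1 and 0.0042 without RBMS1 knockdown replicate 1), and Grb10 and Mest were called. By library size alone these 3 medians were above 0, and relative to the shift of all genes they were -0.14, -0.040 and -0.055.

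The direction of the called genes turned with library sizes alone. If the 4 genes derived from ribosomal RNA were the whole cause, leaving them out of the library sizes would bring the downregulated share back to within 10 percentage points of 74.3%, but it was 44.4%. Without the 100 most abundant genes it was 65.4%, so a difference in the share of counts taken by abundant genes may account for the turn. These genes took 65.4% of the counts in scrambled control replicate 2 and between 36.4% and 48.1% in the other samples.

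Rbms1 was higher in RBMS1 knockdown replicate 3 than in the other knockdown samples. A control sample under a wrong label is argued against by the genes of chromosome 8, whose median deviation was -0.16 in this sample, within the knockdown group and below the controls (0.17 to 0.25). For the nuclear-encoded respiratory subunits, the median was -0.36, and it was -0.22 with each sample's trend with GC content and length removed, so part of the shift goes with this trend, in a list of genes with a median length of 1135 bases against 3424 for all tested genes. It was -0.26 at its nearest to 0 with 1 library left out. These values argue against the trend or a single library as the whole cause. A biological effect of RBMS1 loss stays open, as do the limits of the list tests above.

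Among the 10 ways to split the 6 samples into 3 and 3, 1 gave as many as 140 genes, the split by condition. The other splits gave 0 genes, except 1 with 3. Since 10 splits cannot give a share below 0.1, this count by itself cannot exclude chance, whatever its outcome.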
